# *Pogz* deficiency leads to transcription dysregulation and impaired cerebellar activity underlying autism-like behavior in mice

**DOI:** 10.1038/s41467-020-19577-0

**Published:** 2020-11-17

**Authors:** Reut Suliman-Lavie, Ben Title, Yahel Cohen, Nanako Hamada, Maayan Tal, Nitzan Tal, Galya Monderer-Rothkoff, Bjorg Gudmundsdottir, Kristbjorn O. Gudmundsson, Jonathan R. Keller, Guo-Jen Huang, Koh-ichi Nagata, Yosef Yarom, Sagiv Shifman

**Keywords:** Gene expression, Genomics, Autism spectrum disorders

## Abstract

Several genes implicated in autism spectrum disorder (ASD) are chromatin regulators, including *POGZ*. The cellular and molecular mechanisms leading to ASD impaired social and cognitive behavior are unclear. Animal models are crucial for studying the effects of mutations on brain function and behavior as well as unveiling the underlying mechanisms. Here, we generate a brain specific conditional knockout mouse model deficient for *Pogz*, an ASD risk gene. We demonstrate that *Pogz* deficient mice show microcephaly, growth impairment, increased sociability, learning and motor deficits, mimicking several of the human symptoms. At the molecular level, luciferase reporter assay indicates that POGZ is a negative regulator of transcription. In accordance, in *Pogz* deficient mice we find a significant upregulation of gene expression, most notably in the cerebellum. Gene set enrichment analysis revealed that the transcriptional changes encompass genes and pathways disrupted in ASD, including neurogenesis and synaptic processes, underlying the observed behavioral phenotype in mice. Physiologically, Pogz deficiency is associated with a reduction in the firing frequency of simple and complex spikes and an increase in amplitude of the inhibitory synaptic input in cerebellar Purkinje cells. Our findings support a mechanism linking heterochromatin dysregulation to cerebellar circuit dysfunction and behavioral abnormalities in ASD.

## Abstract (web summary)

POGZ is an autism spectrum disorder risk gene. How POGZ mutations result in ASD is unclear and animal models are lacking. Here, the authors generate a brain specific Pogz deficient mouse presenting ASD-like behaviour and show the effects of Pogz deficiency in the cerebellum.

## Introduction

The etiology of autism spectrum disorder (ASD) has puzzled medical researchers for several decades, but in recent years there have been several breakthroughs. One of these is the increased appreciation regarding the importance of de novo mutations in ASD^1^. Exome sequencing studies revealed that hundreds of genes may contribute to ASD when disrupted by de novo mutations^2–5^. Furthermore, many of the genes implicated in ASD were also found to be associated with other types of neurodevelopmental disorders (NDDs)^6–10^.

A major goal in ASD research is to identify common mechanisms that are shared by the numerous ASD-associated genes, aiming to explain why mutations in all these different genes commonly lead to ASD^11^. Systematic analyses of genes with de novo mutations in ASD showed enrichment for transcription regulators and chromatin modifiers^5,12^, strongly suggesting that alteration in transcription and chromatin organization might have key pathogenic roles in ASD. Specifically, we noted that several of the high-confidence ASD risk genes are involved in heterochromatin formation, or participate in complexes that bind different isotypes of the human heterochromatin protein 1 (HP1) (e.g. *SUV420H1*^13^, *ADNP*^14^ and *POGZ*^15–19^). A key role of HP1 proteins is transcriptional silencing and modulation of chromatin architecture, including transcriptional repression of euchromatic genes^20^. Transcriptional repression is crucial for neurogenesis and for the proper function of post-mitotic neurons, whereas aberrant silencing can lead to NDDs^21,22^. To study the mechanisms by which mutations in chromatin-related genes contribute to ASD, we focused on the *POGZ* gene (POGO transposable element with ZNF domain). Not only is *POGZ* one of the most significantly associated genes with ASD, it is also consistently found to be a strong interactor with the three isotypes of HP1^23–25^. Expression analysis showed that POGZ is expressed in the developing mouse cortex and hippocampus in the early developmental stages, but decreases to lower expression in the nucleus of both cortical and hippocampal neurons at P30^26^. In the developing cerebellum, POGZ was detected dominantly in the nucleus of Purkinje cells, whereas in the granular and molecular layers, POGZ expression was observed at P15 and P30^26^. Recent studies provided compelling evidence that loss-of-function (LoF) mutations in *POGZ* are associated with abnormal development and behavior^15–19^. Many of the individuals with *POGZ* mutations, now known as White-Sutton syndrome [MIM: 616364], have developmental delay, and more than half are diagnosed with ASD. Individuals diagnosed with the disorder may exhibit intellectual disability, microcephaly, overly friendly behavior, short stature, hyperactivity and vision problems^16–18^. Despite the detailed phenotypes, the molecular, cellular and physiological mechanisms of this syndrome are still unclear.

To study the function of *POGZ*, we generated a mouse model with a heterozygous or homozygous nervous system-specific deletion of the *Pogz* gene. We found additive effects of *Pogz* on growth, development of the brain, behavior, gene expression and cerebellar physiology. Our study suggests that mutations in *Pogz* cause abnormal brain development and transcriptional dysregulation, which leads to neuronal and circuitry dysfunction, and eventually contributes to the behavioral and cognitive symptoms seen in humans with *POGZ* mutations.

## Results

### Nervous system-specific deletion of *Pogz* does not result in gross defects in brain anatomy

We studied the effect of *Pogz* dosage on the resulting phenotype by generating heterozygote and homozygote knockouts (KO) of *Pogz*. Since a complete KO of *Pogz* causes early embryonic lethality^27^, we crossed conditional *Pogz* mice with transgenic Nestin^CRE^ mice to produce heterozygous (cKO^+/−^) and homozygous (cKO^−/−^) mutations restricted to the central and peripheral nervous system, as well as control littermates without *Pogz* deletion (Fig. 1a).

**Fig. 1:**
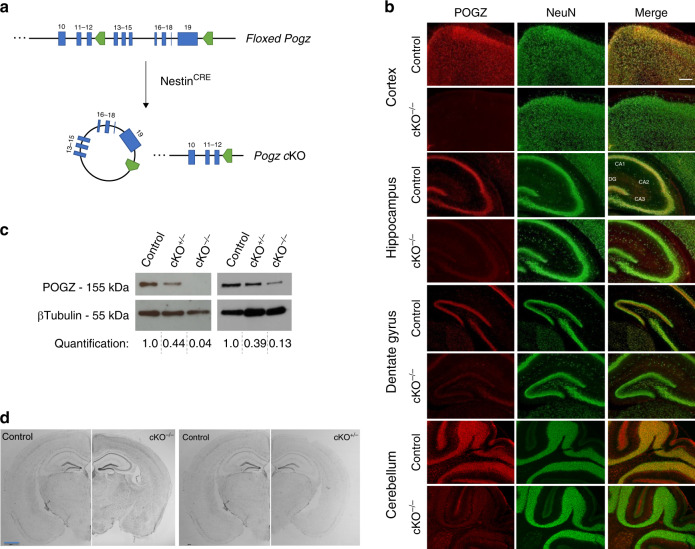
*Pogz* deficiency mouse model does not exhibit gross defects in brain anatomy. **a** Schematic overview of *Pogz* knockout strategy. *Pogz* gene exons 13−19 (blue) were bounded by *loxP* sites (green). *Pogz* cKO^+/−^ and *Pogz* cKO^−/−^ mice were generated with a mutation restricted to the nervous system, by crossing floxed *Pogz* mice with *Nestin* Cre mice. **b** Immunofluorescence staining of *Pogz* cKO^−/−^ and control mice brains (P11) using antibodies against POGZ (red) and NeuN (green). *n* = 3 control, 3 cKO^−/−^ in one independent experiment. Scale bar = 100 μm. **c** Western blots analysis of whole-cell lysates extracted from E14.5 mice cortices. *n* = 3 control, 3 cKO^+/−^, 3 cKO, in three independent experiments. **d** Nissl staining of coronal sections from *Pogz* cKO^−/−^ and cKO^+/−^ beside sections from control mice. *n* = 6 control, 6 cKO^+/−^, 3 cKO^−/−^ in two independent experiments. Scale bar = 1 mm.

The efficient deletion of POGZ in the brain was validated by immunostaining and western blots (Fig. 1b, c and Supplementary Fig. 1a). The immunostaining with POGZ antibodies also showed widespread expression of POGZ in neurons across the postnatal and adult brain of control mice (Fig. 1b and Supplementary Fig. 1a). To study whether *Pogz* knockout causes any anatomical abnormalities, we used Nissl staining, which revealed no gross brain anatomical defects in *Pogz-*deficient mice, but overall a smaller brain (Fig. 1d). Immunostaining with different neural markers in an early infant (P11) and adult mice did not show any detectable differences between *Pogz* cKO^−/−^ and control mice in the cerebellum, hippocampus and cortex (Supplementary Fig. S1b–k), including the thickness of cortical layers (all *P* > 0.05) (Supplementary Fig. S2a–c). Furthermore, Golgi staining images revealed similar levels of dendritic spine density in the dentate gyrus of *Pogz* cKO^−/−^ and control mice (*P* = 0.98) (Supplementary Fig. 2d, e).

### *Pogz*-deficient mice show growth delay, smaller absolute brain and defects in embryonic and adult neurogenesis

To test for association between *Pogz* and different mouse phenotypes, we tested for the additive (linear) relationship between the number of *Pogz* intact alleles (control = 2, cKO^+/−^ = 1, and cKO^−/−^ = 0) and the studied traits. In addition, we separately tested for phenotypic differences between pairs of genotypes. The most obvious phenotype associated with *Pogz* deficiency was body size (Fig. 2a). We observed a significant reduction in the body weight of *Pogz* cKO^−/−^ relative to control littermates across development, with heterozygotes (*Pogz* cKO^+/−^) showing an intermediate phenotype (*P* = 1.1 × 10^−12^) (Fig. 2b). There was also a significant genotype by sex interaction for body weight, with mutant males more severely growth-delayed than females (*P* = 0.016). As some human individuals with *POGZ* mutations show microcephaly, we also measured total brain weight at P11, and found a significantly lower brain weight in *Pogz*-deficient mice (*P* = 0.0042) (Fig. 2c). However, brain weight relative to body weight was significantly larger in *Pogz* cKO^−/−^ mice (Supplementary Fig. S2f), implying a larger impact on body weight. Given the absolute smaller brain, the known role of POGZ in mitosis^25^ and the association of *POGZ* with microcephaly in humans, we hypothesized that *Pogz* may affect neurogenesis; therefore, we next studied how *Pogz* dosage influence embryonic and adult neurogenesis.

**Fig. 2:**
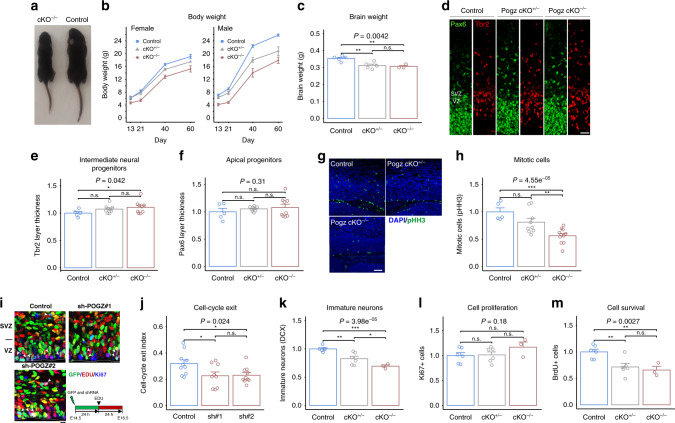
*Pogz*-deficient mice show growth delay, changes in brain size, and altered neurogenesis. **a** Comparison of the body size of *Pogz* cKO^−/−^ and control mice littermates (P11). **b** Body weight in four time points (P13, P21, P40, P60). Repeated measures ANOVA; *n* = 16 control (blue), 7 cKO^+/−^ (gray), 7 cKO^−/−^ (red), *P* = 1.1 × 10^−15^. **c** Brain weight at P11. *n* = 5 control, 5 cKO^+/−^, and 3 cKO^−/^^−^. **d** Coronal sections of embryonic cerebral cortex (E15.5) stained with anti-Pax6 and Tbr2 antibodies. Scale bar = 50 μm. VZ ventricular zone, SVZ subventricular zone. **e**, **f** Quantification of the thickness of the Tbr2+ and Pax6+ layers. Values are proportion relative to control mice. *n* = 5 control, 9 cKO^+/−^, 9 cKO^−/−^ in four independent experiments. **g**, **h** Coronal sections of cerebral cortices (E15.5) stained with DAPI and antibody against phosphorylated histone 3 (pHH3). Scale bar = 100 μm. **h** Quantification of the number of the pHH3+ cells. Values are proportion relative to control mice. *n* = 5 control, 9 cKO^+/−^, 11 cKO^−/−^ in two independent experiments. **i**, **j** Effects of Pogz-silencing on cell-cycle exit. **i** Differentiated neurons are EdU/GFP-double-positive while EdU/Ki67/GFP-triple-positive cells maintain progenitor potency. Arrowheads indicate triple-positive cells. Scale bar = 10 µm. At the bottom right is the scheme of the cell-cycle exit assay. **j** Quantification of EdU/Ki67/GFP-triple-positive cells among GFP/EdU double-positive ones (Cell exit index). Two sections were used per brain (more than 1600 cells were analyzed in each condition). *n* = 10 control, 9 sh-Pogz#1 (sh#1), 10 sh-Pogz#2 (sh#2) from two in utero independent experiments. **k**−**m** Reduced adult neurogenesis associated with *Pogz* deficiency. Quantification of either **k** DCX-positive cells, **l** Ki67-positive cells, **m** BrdU-positive cells in the dentate gyrus, 21 days post injection. Numbers are proportion relative to control mice. *n* = 6 control, 6 cKO^+/−^, 3 cKO^−/−^. The *P* values at the top of the plots are for the association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model. Pairwise comparisons between genotypes was calculated by two-tailed *t* test and the significance is represented by: *P < 0.05; **P < 0.01; ***P < 0.001; n.s. not significant. Quantitative data are mean ± SEM.

We studied the role of *Pogz* in embryonic neurogenesis using Pax6 and Tbr2 to mark apical progenitors and intermediate neural progenitors in the developing cerebral cortex (E15.5). We measured the size of the Pax6+ and Tbr2+ layers in comparable cerebral cortical sections from control, *Pogz* cKO^+/−^ and *Pogz* cKO^−/−^ littermates and found that the length of the Tbr2+ layer was modestly increased in the *Pogz*-deficient mice (*P* = 0.042; 7.3% and 10.8% increase in *Pogz* cKO^+/−^ and *Pogz* cKO^−/−^, respectively), whereas no significant difference was detected for the Pax6+ layer (Fig. 2d–f). Additionally, there was no significant difference in the thickness of the entire cortex or the cortical plate (CP) (Supplementary Fig. S3a–c). To determine whether changes in mitosis can contribute to the observed increase in Tbr2+ layer, we stained the sections for phospho-histone H3 (pHH3), which marks mitotic cells with condensed chromosomes. The number of pHH3+ cells was significantly reduced in *Pogz*-deficient mice (*P* = 4.5 × 10^−5^; 19.0% and 43.8% decrease in *Pogz* cKO^+/−^ and *Pogz* cKO^−/−^, respectively) (Fig. 2g, h). Next, we examined cell-cycle progression using in utero electroporation of two different shRNA against *Pogz*. The efficacy of the inhibition was assessed by western blotting and immunofluorescence (Supplementary Fig. S3d, e). We studied cell-cycle exit by electroporation of GFP vector together with the *Pogz* shRNAs or control vector at E14.5 and 24 h after the electroporation the pregnant mice were injected with 5-ethynyl-2′-deoxyuridine (EdU) to label cells in the S phase. After 24 h the electroporated brains of the embryos (E16.5) were stained for EdU, Ki67 and GFP (Fig. 2i). We measured the ratio between cells still in cell cycle (EdU+/Ki67+/GFP+) and cells that exited the cell cycle (GFP+/EdU+/Ki67−). This ratio was significantly decreased in cells with *Pogz* shRNA compared with control shRNA (*P* = 0.024; 28.5% decrease) (Fig. 2j), indicating that cell-cycle exit was accelerated by *Pogz* knockout. These results show that *Pogz* is important for proper cell-cycle progression in the developing mouse cortex.

We next studied adult neurogenesis in the dentate gyrus (Fig. 2k and Supplementary Fig. S3f). We found a decrease in the number of cells labeled by the immature neurons marker, doublecortin (DCX), as a function of *Pogz*-deficiency levels (*P* = 4.0 × 10^−5^; 17.4% and 30.6% decrease in *Pogz* cKO^+/−^ and *Pogz* cKO^−/−^, respectively) (Fig. 2k). Lower levels of immature neurons can be caused by decreased proliferation and/or reduced cell survival. Proliferation was not significantly associated with *Pogz*-deficiency levels, as indicated by the number of cells labeled by the Ki67 marker (*P* = 0.18) (Fig. 2l). In contrast, the number of BrdU+ cells 21 days post-BrdU injection was significantly reduced in *Pogz*-deficient mice (*P* = 0.0027; 28.4% and 34.3% decrease in *Pogz* cKO^+/−^ and *Pogz* cKO^−/−^, respectively) (Fig. 2m). Thus, our findings imply that adult neurogenesis is decreased in *Pogz*-deficient mice due to reduced cell survival.

### *Pogz*-deficient mice exhibit abnormal motor and social behavior

One of the major phenotypes of White−Sutton syndrome is delayed psychomotor development^15,19^. In addition, autistic features are common, with some individuals showing overly friendly behavior. A summary of the tests performed relevant to the human phenotypes and the results obtained are presented in Supplementary Table S1.

To test motor coordination and strength we used the accelerating rotarod and horizontal bar tests. In the rotarod assay, we found differences in motor learning between genotypes, as indicated by the significant test for genotype by trial interaction (*P* = 0.023) (Fig. 3a). Motor coordination deficits were also evident in the horizontal bar test, where the degree of *Pogz* deficiency was significantly associated with reduced scores (*P* = 0.0022) (Fig. 3b). A significantly lower score was found for *Pogz* cKO^−/−^ compared to *Pogz* cKO^+/−^ (*P* = 0.0028) and control littermates (*P* = 0.0010). Motor deficits can affect locomotor activity, but the distance moved in the open field was not significantly altered by *Pogz* deficiency levels (*P* = 0.26) (Supplementary Fig. S4a).

**Fig. 3:**
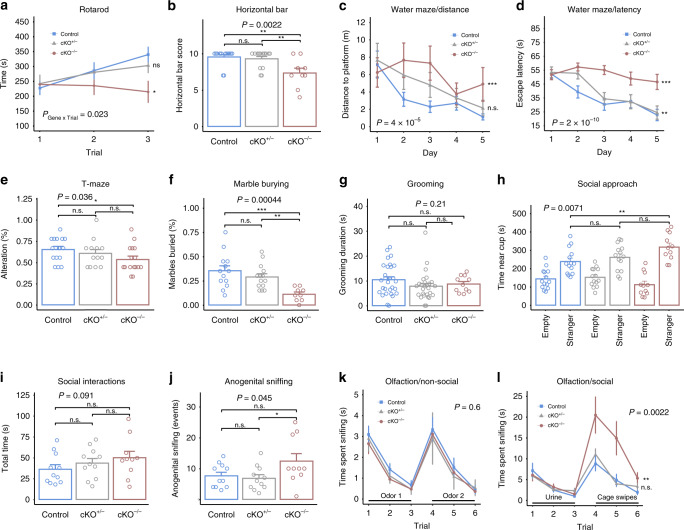
*Pogz*-deficient mice show abnormal motor, cognitive and social behavior. **a** Time spent on the accelerated rotarod for three consecutive trials. Repeated measures ANOVA; *n* = 26 control (blue), 25 cKO^+/−^ (gray), 11 cKO^−/−^ (red). **b** Time taken to cross or fall from the horizontal bar calculated as a score. *n* = 13 control, 14 cKO^+/−^, 9 cKO^−/−^. **c**, **d** Distance and latency to reach the platform in the Morris water maze. Repeated measures ANOVA; *n* = 7 control, 5 cKO^+/−^, 5 cKO^−/^^−^. **e** Percentage of correct responses in the T-maze forced alternation task across 10 trials. *n* = 15 control, 13 cKO^+/−^, 15 cKO^−/−^. **f** Percentage of marbles buried in the marble burying test. *n* = 13 control, 14 cKO^+/−^, 9 cKO^−^^/−^. **g** Time spent self-grooming during the open field. *n* = 30 control, 28 cKO^+/−^, 11 cKO^−/−^. **h** Time spent near the cup with a stranger or the empty cup as measured in the three-chamber sociability test. *n* = 14 control, 14 cKO^+/−^, 11 cKO^−/−^. **i** Total time of social interaction events in pairs of same sex mice freely behaving in the cage. *n* = 11 control, 11 cKO^+/−^, 10 cKO^−/−^. **j** Number of nose-to-anogenital sniffing events in pairs of same sex mice freely behaving in the cage. *n* = 11 control, 11 cKO^+/−^, 10 cKO^−/−^. **k** The time spent sniffing nonsocial odors in the olfactory habituation–dishabituation test. Repeated measures ANOVA; *n* = 11 control, 12 cKO^+/−^, 12 cKO^−/−^. **l** Time spent sniffing urine and cage odors in the olfactory habituation–dishabituation test. Repeated measures ANOVA; *n* = 20 control, 23 cKO^+/−^, 9 cKO^−/−^. The *P* values at the top of the plots (**b**−**i**) are for association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model (unless stated otherwise). Pairwise comparisons between genotypes was calculated by two-tailed *t* test and the significance is represented by: *P < 0.05; **P < 0.01; ***P < 0.001; n.s. not significant. For repeated measures, the symbols represent the significance of the difference from the control. Quantitative data are mean ± SEM.

We found a significantly lower performance of *Pogz*-deficient mice in Morris water maze and T-maze suggesting deficits in spatial learning, spatial memory and working memory. In the Morris water maze, *Pogz* deficiency was associated with lower spatial learning ability based on distance and latency to reach the hidden platform, (*P* = 4 × 10^−5^; *P* = 2 × 10^−10^, respectively) (Fig. 3c, d), and lower memory based on the probe test, when the hidden platform was removed (*P* = 0.0091) (Supplementary Fig. S4b). In the T-maze spontaneous alternation test, there was a small but significant decrease in the percentage of alternations in *Pogz*-deficient mice (*P* = 0.036) (Fig. 3e), implying deficits in working memory.

To assess anxiety-related responses, we performed the elevated plus maze and observed no significant differences in the time spent in the open arms (*P* = 0.76) (Supplementary Fig. S4c). Similarly, there was no significant difference in the duration of time spent in the center of the open field (*P* = 0.76) (Supplementary Fig. S4d). Next, we used the marble burying test to assess repetitive digging, which is also known to be influenced by antidepressants^28,29^, and self-grooming as another measure of repetitive behavior. Marble burying was significantly reduced in *Pogz*-deficient mice (*P* = 0.00044) (Fig. 3f), while grooming was not significantly different (*P* = 0.21) (Fig. 3g).

We next analyzed social behavior in a three-chamber social approach task. Consistent with the overly friendly phenotype seen in some human individuals with *POGZ* mutations, *Pogz* deficiency levels were significantly associated with increased duration near the cup and in the chamber of a stranger mouse (*P*_Cup_ = 0.0071, *P*_Chamber_ = 0.0029) (Fig. 3h and Supplementary Fig. S4e). In the social novelty test, there was no significant difference between genotypes (*P* > 0.3 and Supplementary Fig. S4f, g). To further study social behavior, we examined social interaction between two freely moving mice in the reciprocal social interaction assay. *Pogz*-deficient mice showed a nonsignificant increase in total time of social interaction (*P* = 0.091) (Fig. 3i), with no significant increase in nose-to-nose sniffing (*P* = 0.13) (Supplementary Fig. S4h), whereas nose-to-anogenital sniffing was significantly increased (*P* = 0.045) (Fig. 3j). To test if *Pogz*-deficient mice can detect and differentiate between odors, we tested the mice in an olfactory habituation−dishabituation task with nonsocial and social odors. In the nonsocial odors, there was no significant effect of *Pogz* dosage (*P* = 0.60) (Fig. 3k). For the social odors, we used urine and cage swipes (from age- and sex-matched mice). In the social odors, all genotypes showed habituation to the odor and dishabituation to the novel odor, but there was a significant difference in sniffing time. Consistent with the increased social interest of *Pogz*-deficient mice, the sniffing time of cage swipes was significantly increased in *Pogz* cKO^−/−^ (genotype effect, *P* = 0.0022; genotype by trial interaction, *P* = 0.0087) (Fig. 3l).

Our analysis supports the association of *Pogz* levels with multiple behaviors using an additive genetic model. However, when comparing with controls most behavioral tests showed significant differences only for *Pogz* cKO^−/−^ and a smaller nonsignificant effect for *Pogz* cKO^+/−^. To evaluate the fit of the additive genetic model, we compared the Akaike information criterion (AIC) for three possible genetic models: recessive, additive and dominant models with behavioral results that do not include repeated measures. The result of the analysis showed that none of the six behaviors are best explained by the dominant model, two behaviors (horizontal bar and anogenital sniffing) are best explained by a recessive model (effect only in cKO^−/−^), and four out of six are best explained by an additive model (intermediate effect in cKO^+/−^ and larger effect in cKO^−/−^) (Supplementary Table S2).

### *POGZ* represses transcription depending on the HP1-binding zinc finger-like domain

Since POGZ was found to be an integral part of the HP1 protein complexes^23–25^, we hypothesized that POGZ plays a key role in transcription regulation. Based on immunostaining, POGZ is distributed at pericentric heterochromatin, in a similar way to HP1α (Fig. 4a). To assess whether POGZ regulates transcription, we performed a dual-luciferase reporter assay in HEK293 cells (Fig. 4b). We transiently introduced a GAL4 DNA-binding domain (GAL4-DBD) fused with full-length POGZ (POGZ-FL) to the cells and noticed that transcription of the reporter gene was significantly inhibited by POGZ-FL (*P* = 0.0012) (Fig. 4c). POGZ interacts with HP1 proteins through an HP1-binding zinc finger-like (HPZ) domain, rather than the canonical PxVxL motif^25^. It was previously shown that a single mutation in any Cys or His residues in the HPZ motif, including an H840A mutation, abolishes the interaction with HP1α^25^. To test if the interaction with HP1 is essential for transcription repression, we used POGZ with H840A mutation in the HPZ domain (Fig. 4b). POGZ-H840A failed to repress reporter gene transcription (*P* = 0.42) (Fig. 4c), suggesting that POGZ functions as a negative regulator of transcription depending on the interaction with HP1 proteins.

**Fig. 4:**
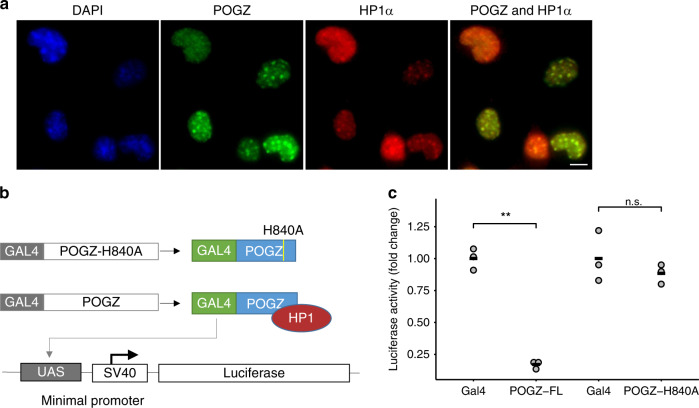
POGZ localizes to pericentric chromatin and represses transcription depending on HPZ. **a** Immunofluorescence staining of mouse neuronal cells (N2A) using antibodies against POGZ (green), HP1α (red), and DAPI (blue). Three replicates in one experiment. **b** Schematic representation (not to scale) of the *GAL*4-fusion proteins and a reporter gene containing GAL4-binding sites (UAS) located upstream of the SV40 promoter and luciferase gene (UAS-SV40-luc). The H840A mutation, that change the conserved amino acid Histidine to Alanine in the HPZ motif, was previously shown to abolish the interaction between POGZ and HP1α^25^. **c** Fold change of luciferase activity in HEK293 cells expressing: Gal4, Gal4 DNA binding domain (DBD) fused to full-length POGZ (POGZ -FL), or Gal4-DBD fused to POGZ with a mutation in the HPZ sequence (POGZ H840A). Three independent experiments for each condition. Two-tailed *t* test; **P < 0.01; n.s. not significant. The black horizontal line indicates the mean.

### Transcriptional dysregulation in the brain of *Pogz*-deficient mice

Given that POGZ is involved in transcriptional repression, we wanted to study how POGZ affects gene expression in the brain. While *Pogz* has widespread expression in the mouse brain, it is highly expressed in the cerebellum in both human and mouse (Supplementary Fig. S5a, b). We therefore focused on gene expression in the cerebellum of adult mice and compared it to the hippocampus, where *Pogz* is less expressed. We performed the differential expression analysis using RNA-seq of six RNA samples from each genotype, *Pogz* cKO^−/−^, *Pogz* cKO^+/−^ and control littermates, including males and females. 

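Poly(A) RNA from the cerebellum and the hippocampus of the same 18 mice was sequenced, with 6 control, 6 *Pogz* cKO+/- and 6 *Pogz* cKO-/- mice. In the conditional knockouts, a *Cre* recombinase driven by the *Nestin* promoter deletes floxed *Pogz* alleles in the nervous system, so that control, cKO+/- and cKO-/- mice keep 2, 1 and 0 intact alleles there. The authors counted the sequenced reads on each gene and deposited these counts without normalization, as a table of 24421 genes for each tissue. Counts on genes came to between 21421850 and 32544929 per cerebellar library, with a median of 28634616.5 in controls, 28945530.5 in cKO+/- and 27640119 in cKO-/- mice. In the hippocampus they came to between 17609321 and 45544188 per library, with a median of 40579363 in controls, 34833512.5 in cKO+/- and 30355271.5 in cKO-/- mice. The paper's stated depth is 50 to 70 M reads per sample, and its text does not say whether these are single reads or read pairs; the values here use the counts on genes. Animals are named below by their sample labels. The paper's reporting summary states that an outlier RNA sample was excluded because multi-dimensional scaling and other plots pointed to abnormal sequencing. By the summary, this criterion was not set in advance. Over the genes in the part of Table S3 held here, the hippocampal fit without the cKO-/- female Sample_1160 differed from the table by at most 4.88e-06 in log2 fold change, and the fit on all 18 libraries by up to 0.428. The summary does not name the sample. Hippocampal values are therefore given first without this animal, with a median of 26090969 counts over the other 5 cKO-/- libraries, and then over all 18.
Counts were scaled for library size (CPM) with edgeR's TMM factors, and fold changes are per *Pogz* allele lost. *Pogz* lies on chromosome 3 of GRCm38 from 94837567 to 94883567. The counts are per gene and do not separate the floxed exons of *Pogz* from the others. In the cerebellum *Pogz* was at 99.5 ± 15.2 CPM (SD, n = 6) in controls, 77.6 ± 5.77 (SD, n = 6) in cKO+/- and 65.7 ± 7.33 (SD, n = 6) in cKO-/- mice, and fell by 0.30 on the log2 scale per allele (standard error 0.046, adjusted p = 0.000357, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the hippocampus it was at 90.8 ± 1.24 CPM (SD, n = 6), 76.3 ± 2.26 (SD, n = 6) and 61.6 ± 3.55 (SD, n = 5), a decrease by 0.28 per allele (standard error 0.020, adjusted p = 1.79e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Sample_1160 had 53.5 CPM there, and with it the decrease was by 0.30 (adjusted p = 4.4e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In both tissues every cKO-/- library was below every control (2-sided exact permutation test, p = 0.00216, the smallest that these group sizes allow).

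**Figure D1:**
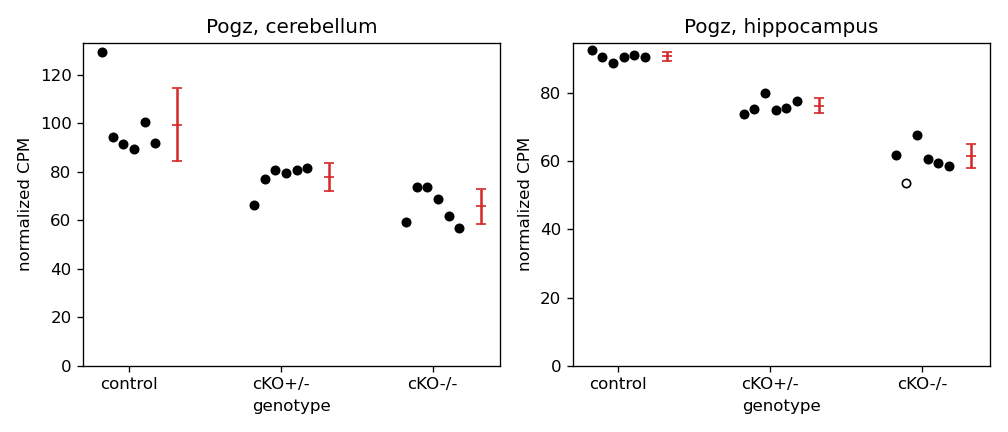
*Pogz* in normalized CPM (vertical axis, from 0) by genotype in the cerebellum and the hippocampus, 1 point per library, with the mean and SD in red beside each group. The open point is the hippocampal library of Sample_1160, at 53.5 CPM, which is left out of the mean; the hippocampal controls lie between 88.9 and 92.7 CPM.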

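The counts of each tissue were fitted separately in edgeR with sex and the number of intact *Pogz* alleles as covariates, in genes above 1 CPM in at least 6 libraries. In the hippocampus the filter and the TMM factors were taken over all 18 libraries before Sample_1160 was left out. Of the 24421 listed genes, 14339 passed in the hippocampus and 14027 in the cerebellum, and 13587 passed in both. The copy of Table S3 used here holds 1999 of its 14339 hippocampal genes and 1998 of 14026 cerebellar genes, so no overlap was tested against it. Over 1996 of these cerebellar genes the fit on all 18 libraries differed from the table by at most 5e-06 in log2 fold change. On simulated counts with 200 changed genes, the same test called 99% of them in the cerebellum and 94.5% in the hippocampus. The changed genes were drawn from those well above 1 CPM and given sizable changes. These shares therefore do not apply to small changes or to genes near the filter.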

To identify differential expression that is associated with *Pogz* dosage, we used a statistical model that accounted for sex and treated the *Pogz* genotypes as a quantitative measure (2, 1, and 0) across genes that were robustly expressed (counts per million (cpm) > 1 in at least a third of the samples; hippocampus: *n* = 14,339, cerebellum: *n* = 14,027) (Table S3). 

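In the hippocampus, 636 of 14339 genes passed an FDR of 0.05 over the 17 libraries, 46 of them with a fold change above 1.5 per allele and 15 above 2. Over all 18 libraries, with Sample_1160, the corresponding counts were 246, 51 and 14. The alternative that moved the first count most upward was DESeq2's Wald test, with 1056 genes. Leaving out Sample_1371 lowered it to 278 genes. The controls are numbered within Sample_1120 to Sample_1219, and 3 cKO+/- and 4 cKO-/- animals lie outside this range. With a covariate for these animals, an alternative chosen after seeing the data, 68 genes passed, 67 of them among the 636. Groups were also compared without a model: 524 of the 14339 genes (3.65%) had all 5 cKO-/- libraries on the same side of all 6 controls, where chance gives 0.433%. Besides *Dach2*, *Gm364* and *Akr1c13*, the upregulated genes with the smallest p among those separated in this way included 4930447C04Rik on chromosome 12, with a log2 fold change of 0.96 per allele (standard error 0.069, adjusted p = 1.29e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). They also included *Platr14* on chromosome 2, at 0.165 ± 0.106 CPM (SD, n = 6) in controls and 1.80 ± 0.348 (SD, n = 5) in cKO-/- mice. Among the downregulated genes were *Reep6*, at 8.38 ± 0.217 CPM (SD, n = 6) in controls and 4.00 ± 0.317 (SD, n = 5) in cKO-/- mice, and *Card10*, at 9.14 ± 1.46 (SD, n = 6) and 4.04 ± 0.283 (SD, n = 5). *Stpg1* fell by 0.75 and *Hkdc1* by 0.43 on the log2 scale per allele. All of these genes passed the same threshold over all 18 libraries.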

At significance cutoffs corresponding to false discovery rate (FDR) < 0.05, we found 636 genes that were differentially expressed in the hippocampus, among them 46 with fold change > 1.5 and 15 with fold change > 2 (fold change is the average effect of allele substitution) (Fig. 5a–c). In the cerebellum, we identified a threefold increase in the number of differentially expressed genes: 1916 at significance cutoffs corresponding to FDR < 0.05, 196 with fold change > 1.5 and 52 with fold change > 2 (Fig. 5d–f). 

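In the cerebellum, 1916 of 14027 genes passed an FDR of 0.05 over all 18 libraries, 196 with a fold change above 1.5 per allele and 52 above 2. With DESeq2's Wald test 2569 genes passed, and across fits that each left out 1 animal the count ran from 899 without Sample_1385 to 2555 without Sample_1160. With scores of midbrain, brainstem and choroid plexus genes as covariates, an alternative chosen after seeing the data, 863 genes passed. With the covariate for animals numbered outside Sample_1120 to Sample_1219, 308 did, 287 of them among the 1916, and the covariate itself called 1290 genes beside the genotype. All 6 cKO-/- libraries lay on the same side of all 6 controls in 642 genes (4.58%), where chance gives 0.216%. *Gm13544*, on chromosome 2 of GRCm38 from 58276779 to 58286902, had no counts in any control and 12.3 ± 2.91 CPM (SD, n = 6) in cKO-/- mice, at least 110-fold higher. It overlaps *Acvr1c* on the other strand, and the paper's methods do not state whether the counting used strand. *Serpinb2* rose from 0.445 ± 0.212 CPM (SD, n = 6) in controls to 15.1 ± 5.14 (SD, n = 6) in cKO-/- mice, a log2 fold change of 2.51 per allele (standard error 0.15, adjusted p = 1.43e-09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The downregulated genes with the smallest p were *Ltbp2*, from 74.6 ± 18.4 to 12.6 ± 4.09 CPM (SD, n = 6 each), *Myo15*, from 10.7 ± 4.01 to 0.502 ± 0.359 CPM (SD, n = 6 each), *Comp*, *Kcnh3* and *Cdc20*. *Comp* fell by 1.31, *Kcnh3* by 1.12 and *Cdc20* by 0.73 on the log2 scale per allele. *Kcnh3* overlaps *Mcrs1*, *Cdc20* overlaps *Elovl1* and *Ltbp2* overlaps D030025P21Rik on the other strand. Of the 43-base windows of *Serpinb2*, 1.79% also occur in another gene, of which *Serpinb10-ps* shares the most. These counts are uncertain. In each of these genes every cKO-/- library was apart from every control (2-sided exact permutation test of the means, p = 0.00216).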

Most differentially expressed genes showed an additive effect, with the expression level in cKO^+/−^ in between the levels of cKO^−/−^ and control (Fig. 5c, f and Supplementary Fig. S5c, d). 

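The mean log2 CPM of cKO+/- mice lay between those of control and cKO-/- mice in 1870 of the 1916 differentially expressed genes of the cerebellum (97.6%; 95% Wilson interval 96.8% to 98.2%) and in 622 of the 636 of the hippocampus (97.8%; 96.3% to 98.7%). Over all 18 hippocampal libraries it did so in 244 of 246 genes. With genotype as a factor, the slope of the cKO+/- on the cKO-/- log2 fold change across these genes was 0.47 in the cerebellum (jackknife standard error 0.188) and 0.35 in the hippocampus (0.186), and 0.32 over all 18 hippocampal libraries. These least-squares slopes include *Gm364*, at 0.15 in cKO+/- and 8.60 in cKO-/- mice in the hippocampus, and at -1.21 and 11.06 in the cerebellum. It falls under the filter in fits without a cKO-/- animal. The highest slopes came from such fits, 0.566 without Sample_1219 in the cerebellum and 0.468 without Sample_1385 in the hippocampus. The standard errors thus include the loss of this gene, and no slope was fitted without it alone. The cKO+/- and cKO-/- fold changes share the same controls, and the genes were called with cKO+/- libraries in the fit. Therefore 20 simulations were made in which cKO+/- libraries did not differ from controls. Over the genes called in each simulation, the slope lay between 0.0487 and 0.0808 in the cerebellum and between 0.0366 and 0.118 in the hippocampus, and the intermediate share between 71.1% and 74%, and between 76.1% and 80.8%. Over the genes called in the real data, the simulated slope lay between -2.57e-05 and 0.0311 and between -0.047 and 0.0506, and the intermediate share between 48.5% and 51% and between 45.5% and 53.2%. For this fixed list such values follow from the construction, since controls and cKO+/- libraries were drawn from the same means. Genes were drawn independently, so all these ranges leave out variation that the genes of an animal share. With edgeR, a test of the departure of cKO+/- mice from the midpoint of the other genotypes called 3 cerebellar genes at an FDR of 0.05, with 349 at an unadjusted p under 0.05. It called 0 hippocampal genes, with 1425 at an unadjusted p under 0.05, and up to 1 in the fits that each left out 1 more animal. DESeq2 called more genes in each tissue. *Cpxm2* and *Igsf1*, named after their values were seen, lay 1.11 and 1.34 above the midpoint on the log2 scale (adjusted p = 0.00046 and 0.00628, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 9430018G01Rik was 2.06 below it (adjusted p = 0.00717, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).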

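Among the differentially expressed genes with a fold change above 1.5 per allele, 31 of 46 were upregulated in the hippocampus (67.4%; 2-sided exact binomial test against 50%, p = 0.0259) and 150 of 196 in the cerebellum (76.5%, p = 4.6e-14, the same exact test). Above a fold change of 2, upregulated genes were 14 of 15 in the hippocampus (93.3%, exact binomial p = 0.000977) and 43 of 52 in the cerebellum (82.7%, exact binomial p = 2.04e-06). Genes are not independent replicates in this test. Over all 18 hippocampal libraries the shares were 32 of 51 (62.7%, exact binomial p = 0.0919) and 13 of 14 (92.9%, exact binomial p = 0.00183), so the share above 1.5 no longer passed 0.05. It also did not pass without a sex term (64%, exact binomial p = 0.0649), nor in 6 of the 17 fits that each left out 1 more animal, where it was lowest, 60.3%, without Sample_936 (exact binomial p = 0.148). Above a fold change of 2 it did not pass without Sample_1219 (81.8%, exact binomial p = 0.0654). Among genes with a mean log2 CPM above 3, 33 of 47 cerebellar genes with a fold change above 1.5 were upregulated (70.2%, exact binomial p = 0.00794), against 4 of 6 in the hippocampus. With the tissue scores as covariates the cerebellar share above 1.5 was 58.9% (exact binomial p = 0.0523). With the covariate for the range of animal numbers it was 59.1% (exact binomial p = 0.0966) and the hippocampal share 66.7% of 27 genes (exact binomial p = 0.122), while the shares above 2 passed.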

Consistent with the role of POGZ in gene repression, the majority of differentially expressed genes with absolute fold change > 1.5 (hippocampus: 67%, *P* = 0.026; cerebellum: 77%, *P* = 4.6 × 10^−14^) or 2.0 (hippocampus, 93%, *P* = 0.00098; cerebellum: 83%, *P* = 2.0 × 10^-6^) were upregulated. There was no significant difference in the proportions when genes with absolute fold change below 1.5 were included (hippocampus: 47%, *P* = 0.14; cerebellum, 52%, *P* = 0.079) (Fig. 5a, d).

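Over all differentially expressed genes, 299 were upregulated and 337 downregulated in the hippocampus (47.0% upregulated, 2-sided exact binomial p = 0.142), and 997 and 919 in the cerebellum (52.0%, exact binomial p = 0.0785). Over all 18 hippocampal libraries 116 of 246 genes were upregulated (47.2%, exact binomial p = 0.407). Without the filter on low counts the hippocampal share was 51.8%, on the other side of 50%, and with relative log expression size factors it was 45.9%, past the threshold (exact binomial p = 0.0458). In the cerebellum the share passed the threshold without the filter (52.7%, exact binomial p = 0.0216) and after all libraries were thinned to one total (exact binomial p = 0.029). With 1 animal left out at a time, the cerebellar share ran from 48.8% without Sample_1170 (exact binomial p = 0.278) to 62.0% without Sample_1129 (exact binomial p = 3.48e-16), and the hippocampal share from 43.0% without Sample_1385 (exact binomial p = 0.00388) to 52.0% without Sample_1190 (exact binomial p = 0.49), so neither the side of 50% nor the call held across these fits. With the covariate for the range of animal numbers the hippocampal share was 58.8% (exact binomial p = 0.182). The paper relates the excess of upregulated genes at the larger fold changes to a role of POGZ in gene repression.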

**Fig. 5:**
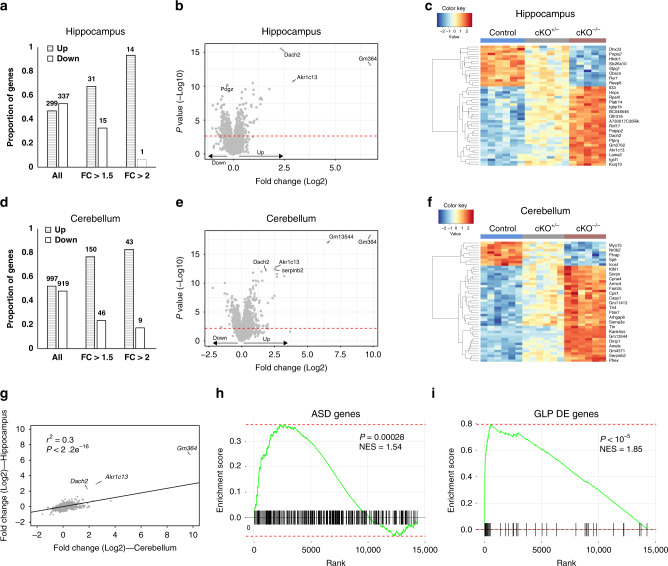
*Pogz* deficiency leads to transcriptional dysregulation. **a**, **d** Proportion of up- and downregulated genes in the **a** hippocampus or **d** cerebellum of *Pogz*-deficient mice. Bars correspond to all genes (left), genes with fold change > 1.5 (middle) and genes with fold change > 2 (right). **b**, **e** Volcano plot showing differentially expressed genes in the **b** hippocampus or **e** cerebellum. *P* values were calculated by edgeR. The red line indicates FDR = 0.05. Up and down (bottom left) indicate genes upregulated and downregulated (respectively) in the *Pogz*-deficient mice. **c**, **f** Heatmap of the 50 most significant genes in the **c** hippocampus or **f** cerebellum. The color corresponds to the scaled expression levels (blue—negative, red—positive). **g** Correlation between fold changes of gene expression in the hippocampus and the cerebellum. The correlation, significance and linear regression were calculated using an iteratively re-weighted least squares algorithm (lmrob function in the ‘Robustbase Package’ in R). **h**, **i** GSEA enrichment plots of genes differentially expressed in the hippocampus of *Pogz*-deficient mice (see also Supplementary Table S3). The significance of the enrichment was calculated using fgseaMultilevel function in the ‘fgsea Package’ in R. **h** ASD candidate genes (SFARI gene base, score 1−3) are enriched in gene upregulated in the hippocampus. **i** Genes differentially expressed in the GLP mouse model are significantly enriched among genes differentially expressed in the *Pogz* mouse model.

Despite the differences in the number of differentially expressed genes between the hippocampus and cerebellum, the changes in expression were related. 

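Of 13587 genes tested in both tissues, 231 were differentially expressed in both over the paper's libraries. In 219 of these the change had the same direction, with 137 upregulated and 82 downregulated, and in 12 it was opposite. The difference between the tissues was itself tested in a single fit over both. In it 203 genes had a different allele effect in the hippocampus and the cerebellum (FDR under 0.05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For 170 of them the effect was larger in the cerebellum, and for 140 the fitted effects had opposite signs in the tissues. With the range of animal numbers as a covariate in each tissue, 10 genes passed this test. With the animal as a block and Sample_1160 left out of both tissues, 335 genes passed, 170 of them among the 203. Of these 335, the effect was larger in the cerebellum for 283 and of opposite sign for 199.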

First, 41.1% of genes differentially expressed in the hippocampus were also differentially expressed in the cerebellum (*P* < 2.2 × 10^−16^). 

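Of the 636 hippocampal genes, 562 were among the 13587 tested in both tissues, and 231 of these (41.1%) were also called in the cerebellum, where 1793 of the 13587 genes were (13.2%; 2-sided Fisher's exact test, p = 5.67e-64). Over all 18 hippocampal libraries the overlap was 103 of 202 genes (51.0%, Fisher's exact p = 1.26e-38). The alternative that moved the share most was leaving out Sample_1385 in both tissues, with 30.2%. Genes are not independent replicates, and the same animals gave both tissues: with the genotypes relabelled among the animals, almost no gene was called in either tissue, so equally many genes with the smallest p were compared instead, 562 in the hippocampus and 1793 in the cerebellum. The other 99 relabellings shared at most 171 such genes, with a median of 105.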

Second, the fold change across all commonly expressed genes was significantly correlated between the hippocampus and cerebellum (*r*^2^ = 0.30, *P* < 2.2 × 10^−16^), but the slope of the regression line indicated that gene expression changes in the hippocampus are consistently lower compared to the cerebellum (Fig. 5g). 

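Across the 13587 genes tested in both tissues, the log2 fold changes per allele in the hippocampus and the cerebellum had a Pearson r of 0.571 (r2 of 0.326) and a Spearman rho of 0.45. Genes are not independent replicates, so the r was set against relabelled animals. Of 100 relabellings of the genotypes within sex, the real one included, 1 gave an r as large. The others had a median of 0.176 and a highest value of 0.494. Leaving out each animal in turn gave an r from 0.354, without Sample_1385, to 0.587, without Sample_1190. Over all 18 hippocampal libraries r was 0.398, and without the filter on low counts it was 0.224. Without *Gm364*, *Dach2* and *Akr1c13* it was 0.453. The r over all 18 libraries, without the filter and without these genes lay below 0.494 and were not set against relabellings of their own. A robust MM-type regression of the hippocampal on the cerebellar fold change had a slope of 0.295 (jackknife standard error 0.130), and of 0.167 over all 18 hippocampal libraries. Of the 231 genes called in both tissues, 64.5% had the smaller absolute fold change in the hippocampus.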

Three genes were upregulated in the hippocampus more than expected based on the fold change in the cerebellum: *Dach2*, *Akr1c13*, and *Gm364*. 

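The residual from the regression line, in log2 units of hippocampal fold change per allele, was 3.83 for *Gm364*, 2.17 for *Akr1c13* and 1.79 for *Dach2*, and these were the highest 3 of the 13587 genes. The next was *Rnf17*, named after its value was seen, at 0.99. The line predicted hippocampal log2 fold changes of 2.88, 0.76 and 0.55 for the 3 genes, where 6.71, 2.94 and 2.34 were fitted. The fitted value of *Gm364* depends on the prior count, since both the controls and the cKO+/- mice had at most 1 count per library.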

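*Akr1c13* lies on chromosome 13 of GRCm38 from 4191187 to 4205603. In the cerebellum it was at 0.081 ± 0.0532 CPM (SD, n = 6) in controls, 0.47 ± 0.138 (SD, n = 6) in cKO+/- and 2.91 ± 0.597 (SD, n = 6) in cKO-/- mice, a log2 fold change of 2.58 per allele (standard error 0.14, adjusted p = 8.11e-10, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the hippocampus it was at 0.0567 ± 0.0315 (SD, n = 6), 0.181 ± 0.0839 (SD, n = 6) and 2.20 ± 0.542 CPM (SD, n = 5), a log2 fold change of 2.94 (standard error 0.20, adjusted p = 9.27e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Sample_1160 had the highest value, 5.95 CPM, and with it the log2 fold change was 3.12. Of 1368 windows of 43 bases in its transcripts, 28.9% also occur in another gene, of which *Akr1c12* shares the most, so its counts are uncertain.
*Gm364* lies on chromosome X from 57409149 to 57488771, and none of its windows occurs in another gene. No control or cKO+/- library had more than 1 count, and no cKO+/- library of the cerebellum had any. cKO-/- mice had 22.0 ± 2.49 CPM (SD, n = 6) in the cerebellum and 6.40 ± 0.896 (SD, n = 5) in the hippocampus. Against the limit that a count of 0 allows, taken as 3 counts, this is at least 196-fold higher in the cerebellum and at least 64.8-fold higher in the hippocampus, or at least 65-fold over all 18 hippocampal libraries. In both genes every cKO-/- library was above every other library of its tissue.

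**Figure D2:**
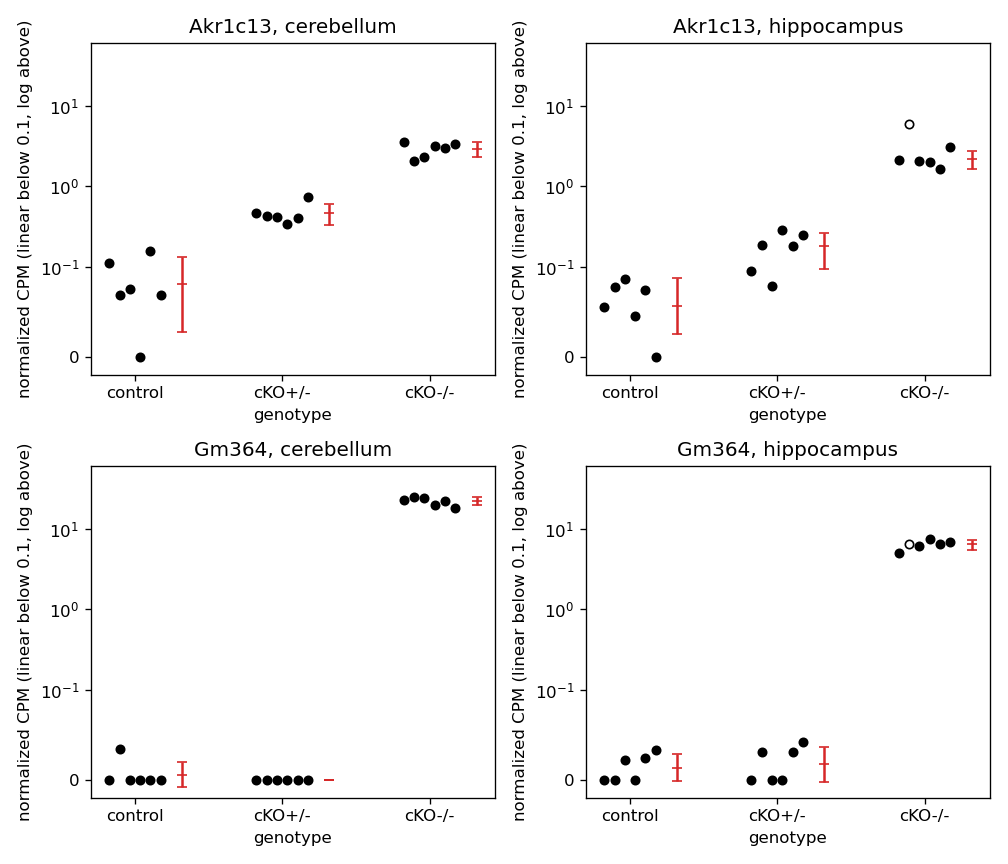
Normalized CPM of *Akr1c13* and *Gm364* by genotype in both tissues, 1 point per library, on an axis that is linear below 0.1 and logarithmic above, with the mean and SD in red. The open point, Sample_1160, is left out of the hippocampal means; all cKO-/- libraries lie above all others, between 18.3 and 25.0 CPM for *Gm364* in the cerebellum.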

*Akr1c13* is a rodent-specific gene expressed exclusively in the stomach, liver, and ileum^30^; *Gm364*, which showed upregulation only in cKO^−/−^ (Supplementary Fig. 5c, d), is a mouse-specific gene, highly expressed in the adult mouse testis. *Dach2 is* a transcription factor^31^ that is the most significantly differentially expressed gene in the hippocampus (adjusted *P* = 4.5 × 10^−12^), and one of the top significant genes in the cerebellum (adjusted *P* = 4.9 × 10^−9^). 

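*Dach2* lies on chromosome X of GRCm38 from 113297510 to 113836386. It ranked 1 of 14339 genes by p in the hippocampus, with a log2 fold change of 2.34 per allele (standard error 0.085, adjusted p = 4.53e-12, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and kept this rank over all 18 libraries (adjusted p = 9.62e-12, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the cerebellum it ranked 5 of 14027, with a log2 fold change of 1.85 (standard error 0.11, adjusted p = 1.78e-09, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Across the fits that each left out 1 animal, the log2 fold change ran from 2.28 to 2.43 in the hippocampus and from 1.79 to 1.90 in the cerebellum. The effect in the hippocampus was 0.48 larger than that in the cerebellum on the log2 scale, a difference that did not pass the threshold (adjusted p = 0.106, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It did with the animal as a block and Sample_1160 left out of both tissues (0.53 larger, adjusted p = 0.03, the same test).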

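Hippocampal *Dach2* was at 0.841 ± 0.303 CPM (SD, n = 6) in controls, 3.87 ± 0.412 (SD, n = 6) in cKO+/- and 21.2 ± 3.67 (SD, n = 5) in cKO-/- mice. The ratio of means to controls was 4.6 in cKO+/- and 25.2 in cKO-/- mice. Sample_1160 had 19.0 CPM, and with it the cKO-/- mean was 20.8 ± 3.39 (SD, n = 6), a ratio of 24.8. The 3 genotypes did not overlap, at 0.592 to 1.40, 3.34 to 4.53 and 16.8 to 25.8 CPM, with or without this animal. The means of each pair of genotypes differed (2-sided exact permutation tests, p = 0.00216, and at most 0.00907 after Benjamini-Hochberg adjustment over the 21 genes tested in this way).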

Relative to control littermates, *Dach2* was upregulated in the hippocampus of *Pogz* cKO^−/−^ mice by 24.3 and by 4.5-fold in *Pogz* cKO^+/−^ (Supplementary Fig. S5e). In the cerebellum, *Dach2* was upregulated by 12.5-fold in *Pogz* cKO^−/−^ mice and by 3.8-fold in *Pogz* cKO^+/−^ mice (Supplementary Fig. S5f). 

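Cerebellar *Dach2* was at 1.94 ± 0.626 CPM (SD, n = 6) in controls, 7.47 ± 1.83 (SD, n = 6) in cKO+/- and 25.5 ± 5.81 (SD, n = 6) in cKO-/- mice, ratios of 3.84 and 13.1 to controls. Controls lay between 1.06 and 2.71 CPM, cKO+/- mice between 3.92 and 8.61, and cKO-/- mice between 18.2 and 31.1, so that no library of one genotype fell within the range of another (2-sided exact permutation test of each pair of genotypes, p = 0.00216). The lowest cKO+/- value, of Sample_1120, stood apart from the next, 7.07 CPM.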

We confirmed the upregulation of *Dach2* by quantitative PCR (qPCR) in the hippocampus, cerebellum, and the cortex (Supplementary Fig. S5g). Based on reads distribution from the RNA-seq, an uncharacterized *Dach2* transcript that starts from the middle of exon 8 is upregulated in the *Pogz-*deficient mice (Supplementary Fig. S5h, i)—a short transcript which is observed uniquely in neurons (Supplementary Fig. S5j).

To identify processes affected by *Pogz* deficiency, we analyzed the differentially expressed genes for enrichment of gene ontology using a gene set enrichment analyses (GSEA). The upregulated genes (FDR < 0.05) in the cerebellum were enriched for GO terms related to organ development, particularly of the nervous system (e.g. central nervous system development and neurogenesis), metabolic processes, myelin sheath, synapse, and sex differentiation (Supplementary Table S4). The downregulated genes in the cerebellum were enriched for DNA repair, RNA processing, and chromosome organization. In the hippocampus, the upregulated genes were also enriched for genes involved in metabolic processes (e.g. oxidoreductase activity), myelin sheath, and sex differentiation. The downregulated genes in the hippocampus were enriched for terms related to synapses such as excitatory synapse and calcium channel complex. We also tested the enrichment of ASD candidate genes (SFARI gene score 1, 2 or 3) among the differentially expressed genes. There was a significant enrichment of ASD genes among genes downregulated in the hippocampus (*P* = 2.8 × 10^−4^) (Fig. 5h), but not for the cerebellum (*P* = 0.75).

To investigate whether changes in gene expression might underlie the observed mouse phenotypes, we tested for enrichment of MGI mammalian phenotypes associated with the differentially expressed genes. We found that genes upregulated in the cerebellum were most significantly enriched with decreased body size, respiratory distress, perinatal lethality, abnormal skeleton morphology, and abnormal nervous system electrophysiology (Supplementary Table S4). Differentially expressed genes in the hippocampus did not show any significant enrichment for mammalian phenotypes (FDR < 0.05).

We next wanted to compare our differential expression findings to genes known to be regulated by proteins interacting with POGZ. We were able to identify only one other study that examined changes in gene expression in the mouse brain for two interactors of POGZ, GLP and G9a (EHMT1/EHMT2). In that study, conditional knockout of GLP/G9a in forebrain postnatal neurons resulted in derepression of non-neuronal genes in multiple brain regions, including the hippocampus (the cerebellum was not tested)^32^. *G9a* and *GLP* are two genes in the histone methyltransferase complex that interact with HP1 and POGZ, they are responsible for mono- and di-methylation of H3K9, and are required for transcription repression at euchromatic and facultative heterochromatin^33–35^. To test if *Pogz* controls a similar set of genes we compared the differential gene expression in the hippocampus between the two studies using GSEA. Remarkably, we found a highly significant enrichment of the differentially expressed genes in GLP cKO (Fig. 5i) and *G9a* cKO (Supplementary Fig. S5k) with the differentially expressed genes in *Pogz*-deficient mice (*P* < 10^−5^). Among the overlapping genes were two of the upregulated genes discussed above, *Dach2* and *Akr1c13*.

### *Pogz*-deficient mice show a reduction in spontaneous firing rate of Purkinje cells in both simple and complex spikes

As the cerebellum is associated with the motor and transcriptional abnormalities of *Pogz*-deficient mice, we examined cerebellar activity in anesthetized animals, focusing on Purkinje cells (PCs) activity. We performed extracellular recordings of PCs in lobules V−VI (examples of unit recording are shown in Fig. 6a). Complex spikes (CS) were readily identified and frequencies of spontaneous simple spike (SS) and CS were calculated. We observed a reduction in spontaneous SS frequency as a function of *Pogz* deficiency levels (*P* = 0.00012; Control: 45.0 ± 28.8 Hz; cKO^+/−^: 32.5 ± 18.0 Hz; cKO^−/−^: 20.4 ± 16.0 Hz) (Fig. 6b). Similarly, a significant reduction in spontaneous CS frequency was also associated with *Pogz* deficiency levels (*P* = 0.00030; Control: 0.87 ± 0.60 Hz; cKO^+/−^: 0.80 ± 0.48 Hz; cKO^−/−^: 0.37 ± 0.22 Hz) (Fig. 6c).

**Fig. 6:**
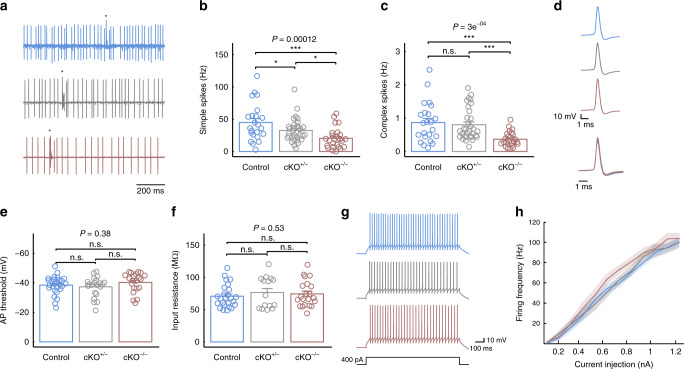
*Pogz*-deficient mice show reduced spontaneous firing frequency of Purkinje cells while the PC intrinsic properties are unaffected. **a** Single unit activity recorded from PCs in lobules V−VI of the cerebellum. Asterisks indicate complex spikes. **b**, **c** Spontaneous firing frequency of SS (**b**) and CS (**c**) of all genotypes (*n* {cells/animals} = 23/5 control (blue), 32/5 cKO^+/−^ (gray), 25/3 cKO^−/−^ (red). **d** AP shape for all genotypes. In the bottom is the superpositioned normalized AP. **e** AP threshold of PCs of all genotypes. *n* = 28/3 control, 21/2 cKO^+/−^, 21/2 cKO^−/−^. **f** Input resistance of PCs. *n* = 25/3 control, 15/2 cKO^+/−^, 21/2 cKO^−/−^. **g** The response of PCs of all genotypes to 400 pA current pulse injections. **h** The average current-to-firing frequency (*I* − *f*) curve of all genotypes. Shaded area indicates SEM. Repeated-measures ANOVA; *n* = 28/3 control, 21/2 cKO^+/−^, 21/2 cKO^−/−^. The *P* values at the top of the plots are for association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model. Pairwise comparisons between genotypes were calculated by two-tailed *t* test and the significance is represented by *P < 0.05; ***P < 0.001; n.s. not significant. Quantitative data are mean ± SEM.

### Purkinje cells show no changes of intrinsic properties in *Pogz*-deficient mice

The reduction in CS frequency represents a change in firing frequency of olivary neurons^36^. However, a reduction in SS firing frequency can be either due to a change in the electrical properties of the PCs or a change in their excitatory and inhibitory inputs. Therefore, we performed whole-cell current-clamp recordings to investigate PC’s neuronal excitability. First, we examined the shape and threshold of the action potential (AP, Fig. 6d), using a depolarizing current step. There was no significant difference in shape of AP or its threshold (*P* = 0.38; Control: −38.5 ± 6.0 mV; cKO^+/−^: −40.3 ± 6.6 mV; cKO^−/−^: −37.4 ± 6.8 mV) (Fig. 6e). Second, we measured PC input resistance using a short, low intensity, negative current injection (−50 pA of 100 ms; see ‘Methods’). There was also no significant difference in PC input resistance (*P* = 0.53; Control: 70.8 ± 17.8 MΩ; cKO^+/−^: 76.6 ± 24.2 MΩ; cKO^−/−^: 74.4 ± 20.1 MΩ) (Fig. 6f). Next, we examined the responses to prolonged current injections (Fig. 6g) to extract the current−frequency curve (*I*−*f*) (Fig. 6h). All genotypes showed a similar *I*−*f* curve with no significant differences (*P* = 0.90). Finally, we examined the properties of the hyperpolarization-activated cationic current *I*_h,_ which is known to play a major role in the electrophysiological properties of PCs with high relevance to the performance of motor learning behaviors^37–39^ and has been suggested as a target of another autism-associated gene, SHANK3^40^. We found no differences between genotypes in either the voltage dependence of the *I*_h_ current (*P* = 0.79) (Supplementary Fig. S6a, b) or its kinetics (Fast *τ*: *P* = 0.53; control: 139.9 ± 33.9 ms; cKO^+/−^: 124.6 ± 36.3 ms; cKO^−/^^−^: 150.8 ± 54.0 ms; Slow *τ*: *P* = 0.074; control: 1.02 ± 0.22 s; cKO^+/−^: 0.88 ± 0.30 s; cKO^−/−^: 0.77 ± 0.17 s) (Supplementary Fig. S6c, d). These findings suggest that the observed reduction in SS firing frequency cannot be attributed to changes in PCs excitability and it is likely to represent a change in their synaptic inputs.

### An increase in the amplitude of the inhibitory synaptic input can account for the reduction in Purkinje cells simple spike activity

PC’s SS activity is influenced, to a large extent, by spontaneous excitatory and inhibitory postsynaptic currents (sEPSCs and sIPSCs, respectively). While sEPSCs represent parallel fiber activity, sIPSCs originate at the basket and stellate cells of the molecular layer^41^. Therefore, we examined the frequency and amplitude of sEPSCs (Fig. 7a–d) and sIPSCs (Fig. 7e–h) under conditions that enable separating between these currents (see ‘Methods’). Representative examples of sEPSCs recorded from PCs of all genotypes are shown in Fig. 7a. The cumulative probability distributions of the inter-event intervals (IEI) (Fig. 7b) and amplitude (Fig. 7c) did not reveal any differences between the genotypes (Frequency: *P* = 0.63; Control: 1.52 ± 0.88 Hz; cKO^+/−^: 1.79 ± 0.98 Hz; cKO^−/−^: 1.38 ± 1.15 Hz, Amplitude: *P* = 0.17; Control: 10.89 ± 2.21 pA; cKO^+/−^: 10.25 ± 3.03 pA; cKO^−/−^: 12.95 ± 4.8 pA). This result is supported by comparing the average response of the sEPSCs (Fig. 7d, top figure) and their normalized presentation (Bottom figure). Next, we examined sIPSCs and representative examples of sIPSCs are shown in Fig. 7e. Whereas the frequency of sIPSCs was similar among all genotypes (*P* = 0.5; Control: 3.56 ± 3.83 Hz; cKO^+/−^: 3.21 ± 3.92 Hz; cKO^−/−^: 2.8 ± 3.2 Hz) (Fig. 7f), we found an increase in the amplitude, which was correlated with *Pogz* deficiency levels (*P* = 0.0038; Control: 20.62 ± 9.19 pA; cKO^+/−^ 22.23 ± 10.02 pA; cKO^−/−^: 32.61 ± 18.54 pA) (Fig. 7g, h, top figure). These differences were not accompanied by a change in the kinetics of the inhibitory events, as the normalized averaged events were identical (Fig. 7h, bottom figure). sIPSCs may represent the firing of inhibitory interneurons or spontaneous vesicular release. To distinguish between these possibilities, we measured miniature synaptic postsynaptic currents (mIPSCs) in the presence of TTX to block the generation of Na^+^-dependent action potentials. A profound reduction in inhibitory event’s frequency (Supplementary Fig. S7) was observed for both control and cKO^−/−^ mice. This strongly supports the notion that the efficacy of the inhibitory synapse is modified rather than spontaneous vesicular release of inhibitory interneurons. Overall, the results imply that the observed reduction in SS activity is likely to represent an increased inhibitory input onto PCs, due to altered synaptic efficacy, while excitatory transmission onto PCs remains intact.

**Fig. 7:**
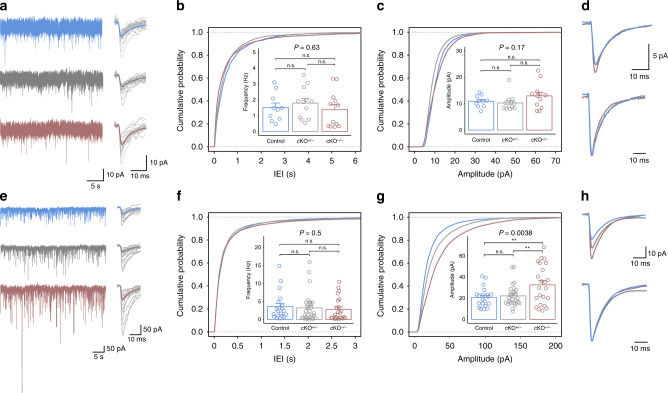
Purkinje cells in *Pogz*-deficient mice show an increase in amplitude of inhibitory input, while the excitatory input is unaffected. **a** Continuous recordings of sEPSCs from PCs in voltage clamp mode of all genotypes; superpositioned events including the averaged event (in color) are presented on the right. **b** Comparison of the frequency of the sEPSCs (inset, *n* = 10/2 control (blue), 12/2 cKO^+/−^ (gray), 12/2 cKO^−/−^ (red)) and the cumulative probability of the inter-event interval (IEI) of all genotypes (*n* {IEIs per genotype} = 1814 control, 2569 cKO^+/−^, 2197 cKO^−/−^). **c** Same as (**b**) for the amplitude of the sEPSCs (*n* {events per genotype} 1824 control, 2581 cKO^+/−^, 2209 cKO^−/−^). **d** Top: The averaged sEPSC of all cells of each genotype. Bottom: Same as in Top after normalization. **e** Continuous recordings of sIPSCs recorded from PCs in voltage clamp mode of all genotypes; superpositioned events including the averaged event (in color) are presented on the right. **f** Comparison of the frequency of sIPSCs (inset, *n* = 20/5 control, 29/5 cKO^+/−^, 23/4 cKO^−/−^) and the cumulative probability of the inter-event interval (IEI) of all genotypes (*n* {IEIs per genotype} = 8516 control, 11137 cKO^+/−^, 7696 cKO^−/−^). **g** Same as (**f**) for the amplitude of the inhibitory events (*n* {events per genotype} 8536 control, 11,160 cKO^+/−^, 7719 cKO^−/−^). Note the genotypes differences as manifested in the cumulative probability for the amplitudes of the inhibitory events. **h** Top: The averaged sIPSC of all cells of each genotype. Bottom: Same as in Top after normalization. The *P* values at the top of the plots are for association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model. Pairwise comparisons between genotypes were calculated by two-tailed *t* test and the significance is represented by: **P < 0.01; n.s. not significant. Quantitative data are mean ± SEM.

## Discussion

We report the characterization of *Pogz* knockout mouse in the nervous system, which reveals significant findings across genomic, cellular, physiological and behavioral dimensions of neurobiology. Since we studied both heterozygote and homozygote mice for the mutation in *Pogz*, we were able to show that the dosage of *Pogz* is required for repression of transcription in the brain and is associated with the degree of abnormal behavior and physiology. Our results also suggest that POGZ is required for the proper function of the cerebellum, a brain region that has been consistently linked with ASD^9,42^.

The phenotypes that we identified in the *Pogz*-deficient mice resemble several of the characteristics found in human individuals with *POGZ* mutations (White−Sutton syndrome)^15,18,19^. For example, the growth delay and small brain in mice may be related to the short stature and microcephaly seen in patients. How *Pogz* expression in the nervous system regulates the control of body weight is not completely clear. However, the analysis of differentially expressed genes showed enrichment for genes involved in body size, including the *Igf1* and *Igf2* genes. 

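In the cerebellum *Igf1* was at 11.0 ± 0.823 CPM (SD, n = 6) in controls, 13.5 ± 2.85 (SD, n = 6) in cKO+/- and 17.8 ± 3.96 (SD, n = 6) in cKO-/- mice, a log2 fold change of 0.34 per allele (standard error 0.070, adjusted p = 0.00411, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Igf2* was at 116.2 ± 21.3 CPM (SD, n = 6), 207.5 ± 47.4 (SD, n = 6) and 255.1 ± 62.1 (SD, n = 6), a log2 fold change of 0.58 (standard error 0.084, adjusted p = 0.000213, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Igf2* overlaps *Igf2os* on the other strand, so its counts are uncertain, and it is on a list of leptomeninges genes: with the mean of other leptomeninges genes as a covariate its log2 fold change was 0.33 (standard error 0.080, unadjusted p = 0.000668, edgeR quasi-likelihood test). In the hippocampus neither gene passed the threshold in this fit, at 0.21 per allele for *Igf1* (adjusted p = 0.0605, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.38 for *Igf2* (adjusted p = 0.345, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the effects did not differ from those in the cerebellum (adjusted p = 0.545 and 0.787, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 18 hippocampal libraries the adjusted p was 0.196 for *Igf1* and 0.386 for *Igf2* (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the 17 fits that each left out 1 more animal, hippocampal *Igf2* ran from 0.19 without Sample_1385 to 0.62 without Sample_1129. It passed in none of them, and single libraries move its value widely. The highest hippocampal *Igf2* was in Sample_1385 (cKO-/-), 265 CPM, and Sample_1129 (control), 223.6 CPM. These libraries also had the highest scores of choroid plexus genes there, 6.52 and 6.15, so such tissue may contribute to their values. DESeq2's Wald test (adjusted p = 0.0235) and thinning to one total (adjusted p = 0.0376, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) each called *Igf1* in the hippocampus, as did the fits without Sample_936 or Sample_1176. Hippocampal *Igf1* was also higher in cKO-/- mice than in controls by a 2-sided exact permutation test (exact p = 0.0108, adjusted 0.0189 over the named genes; 0.0173 and 0.0303 over all 18 libraries). With a covariate for animals numbered outside Sample_1120 to Sample_1219, chosen after seeing the data, cerebellar *Igf1* did not pass (0.26 per allele, adjusted p = 0.0966, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and *Igf2* did (0.35, adjusted p = 0.000614, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Enrichment for body size was not analysed here.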

The IGF signaling in the brain is known to be involved in the regulation of body size^43^, and may be involved in the growth phenotypes observed in *Pogz*-deficient mice.

Our analysis shows that *Pogz* is involved in the regulation of neurogenesis in the embryonic and adult brain. Neurogenesis was also one of the most significant terms enriched for the differential expressed genes. POGZ was previously found to be essential for normal kinetochore assembly, mitotic chromosome segregation, and for normal mitotic progression^25,44^. Proteins involved in the correct alignment of the mitotic spindle are necessary for the balance between symmetric and asymmetric cell divisions and for controlling the size of the brain^45^. Our study shows that depletion of POGZ results in accelerated exit from the cell cycle in the developing cerebral cortex and a reduction in the number of cells in mitosis, which is consistent with the premature mitotic exit observed when POGZ was knockdown in human cells^25^. Acceleration of cell-cycle exit means a decrease in symmetrical division of progenitor cells and increased production of differentiated cells by asymmetric division. The daughter cells that result from asymmetric division can differentiate into neurons or migrate to the subventricular zone to become an intermediate progenitor cell^46^, which explains the increased size of Tbr2+ layer in *Pogz*-deficient mice. The decrease in the pool of neuronal precursor cells in the early developmental stage is expected to decrease the final number of neurons. *POGZ* knockdown was also found to be associated with abnormal amounts of chromosomes^25^, which can lead to cell death or genome instability in subsequent division cycles, and may be the cause of the decrease in neurogenesis and cell survival we observed in the dentate gyrus. Reduced adult neurogenesis could lead to impaired hippocampus-dependent learning, including the performance of *Pogz*-deficient mice in the T-maze and water maze^47^.

The increased social interactions in *Pogz*-deficient mice may be related to the ASD diagnosis and overly friendly phenotype observed in human individuals with *POGZ* mutations. Other abnormal behaviors included deficits in repetitive digging, working memory and motor coordination and learning. A previous study demonstrated that impaired motor skills in individuals with ASD are associated with de novo mutations across multiple genes^48^. Despite the apparent similarities, one should note that a complex genotype−phenotype relationship was reported for White−Sutton syndrome as well as for other syndromes associated with ASD, with a large phenotypic heterogeneity even among human individuals that carry similar types of loss-of-function mutations. For example, microcephaly was reported only in a small proportion of cases with White−Sutton syndrome, and a formal ASD diagnosis was reported for roughly half of the individuals^15^. In addition to the general challenge of comparing mouse and human behaviors, and the heterogeneity in phenotypes, our study employs a genetic model that is different from the mutations in humans. Therefore, it should not be expected that a mouse model would recapitulate all the abnormalities seen in patients. Unlike the mutations in humans, our studied mice were based on a conditional model with a deletion in *Pogz* that is specific to the nervous system from a specific development period, which allowed for both heterozygote and homozygote mice to be tested. Across the study, and for many of the measurements (morphological, physiological, expression and behaviors), the heterozygotes (cKO^+/−^) showed an intermediate level between the control and the full KO (cKO^−/−^), which is consistent with an additive effect of *Pogz* on those phenotypes.

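For expression, the cKO+/- and the cKO-/- change from control had the same sign in 1893 of the 1916 differentially expressed genes of the cerebellum (98.8%) and in 626 of the 636 of the hippocampus (98.4%), over the paper's libraries. Both changes are from the same controls, and the genes were called in a fit with both mutant groups. In 20 simulations with cKO+/- libraries unchanged from controls, the share was 71% to 74.1% of the cerebellar and 76.3% to 80.6% of the hippocampal genes called there. Genes were drawn independently in them, so these ranges leave out variation that the genes of an animal share. A pairwise comparison of cKO+/- mice with controls called 48 cerebellar and 5 hippocampal genes at an FDR of 0.05, against 1780 and 699 for cKO-/- mice.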

We demonstrated that POGZ can repress transcription depending on the HP1-binding zinc finger-like domain, and consequently, mutations in *Pogz* lead to abnormal expression of multiple genes in the brain. The overlap with genes differentially expressed in GLP and G9a mutant mice supports the involvement of POGZ in a repression complex together with HP1 and GLP/G9a proteins^34^. Based on the enrichment analysis, the changes in expression of genes involved in processes such as metabolism, neurogenesis and synaptic processes can explain the cellular, physiological and behavioral phenotypes of the *Pogz* mouse model, including the decreased body weight, abnormal nervous system electrophysiology and behavior. Some individuals with mutations in *POGZ* were reported to have obesity and skeletal anomalies, which agrees with the enrichment of differentially expressed genes in metabolism and abnormal skeleton morphology. Furthermore, genes involved in neurogenesis and synaptic processes are known to be mutated in ASD, and more generally in NDDs^9,49–51^. In agreement, we found enrichment for the set of ASD genes in genes differentially expressed in *Pogz*-deficient mice.

Multiple lines of evidence point to the cerebellum as a critical brain region affected by *Pogz* deficiency. Not only that mutations in *Pogz* resulted in a profound alteration in gene expression in the cerebellum, we also observed in *Pogz*-deficient mice abnormal motor coordination and learning and decreased firing rates of simple and complex spikes of cerebellar PCs. Although both firing modes are known to participate in motor performance as well as in motor learning^52–60^, the mechanism is still debated. Regardless of the exact mechanism of motor performance or motor learning, it is clear that a reduction in simple spike activities in the *Pogz*-deficient mice is bound to affect motor learning.

The reduction in SS activity can be due to alterations in PC intrinsic properties. However, basic properties such as input resistance or current−frequency relationships were unaffected by *Pogz* deficiency. On the other hand, the significant increase in the amplitude of inhibitory inputs is sufficient to account for the recorded reduction in SS activity. It is of special interest that the increase in inhibitory input is manifested as an increase in amplitude of the synaptic current, whereas the frequency of either the inhibitory or the excitatory events were unaffected by the mutation. A straightforward interpretation is that the properties (as for the spontaneous activity) of the local inhibitory interneurons in the cerebellar cortex were unaffected by the mutation. Furthermore, we also show that excitatory transmission to PCs was unaffected. Since the parallel fiber provides excitatory input to both PCs and basket and stellate inhibitory interneurons, one can conclude that the major change that contributes to the reduction in SS activity is the amplitude in the inhibitory input, representing increased synaptic efficacy. It is interesting to note that upregulation of GABA-related genes was found in the gene expression analysis of the cerebellum (e.g. Gabra2 and Gabra3; see Supplementary Table S3), implying a change in GABA_A_ receptor subunits’ composition and/or the number of channels on the membrane.

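Cerebellar *Gabra2* was at 58.5 ± 11.6 CPM (SD, n = 6) in controls, 83.1 ± 7.19 (SD, n = 6) in cKO+/- and 97.6 ± 28.5 (SD, n = 6) in cKO-/- mice, a log2 fold change of 0.37 per allele (standard error 0.079, adjusted p = 0.00555, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Gabra3* was at 13.5 ± 3.13 (SD, n = 6), 22.0 ± 9.03 (SD, n = 6) and 31.8 ± 13.0 CPM (SD, n = 6), a log2 fold change of 0.62 (standard error 0.14, adjusted p = 0.00713, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Control and cKO-/- libraries overlapped for *Gabra3*, and their means differed (2-sided exact permutation test, p = 0.00649). The cKO-/- libraries of Sample_1160 and Sample_1219 had 15.7 and 18.6 CPM of *Gabra3*, within the range of the controls. With the scores of midbrain, brainstem and choroid plexus genes as covariates, chosen after seeing the data, the log2 fold change of *Gabra3* was 0.34 (adjusted p = 0.0292, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With a covariate for animals numbered outside Sample_1120 to Sample_1219, also chosen after, neither gene passed in the cerebellum: *Gabra2* was at 0.31 (adjusted p = 0.108, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and *Gabra3* at 0.26 (adjusted p = 0.281, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The annotated interval of *Gabra2* overlaps several predicted genes on both strands, so its counts are uncertain. In the hippocampus *Gabra2* rose by 0.29 per allele over the paper's libraries (adjusted p = 0.0294, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) but did not pass over all 18 (adjusted p = 0.421, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), where Sample_1160 had the lowest value, 40.7 CPM. It also did not pass in 7 of the 17 fits that each left out 1 more animal, nor with the tissue scores (adjusted p = 0.0798, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) or the range of animal numbers (adjusted p = 0.775, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Gabra3* did not pass in the hippocampus (adjusted p = 0.102, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; 0.318 over all 18 libraries), and did with DESeq2's Wald test (adjusted p = 0.0318). By 2-sided exact permutation tests between genotypes, adjusted over the named genes, hippocampal *Gabra3* was higher in cKO+/- mice than in controls (exact p = 0.00866, adjusted 0.0165). It was also higher in cKO-/- mice over the paper's libraries (exact p = 0.026, adjusted 0.039) but not past the threshold over all 18 (exact p = 0.0974, adjusted 0.146). For hippocampal *Gabra2* in cKO-/- mice the exact permutation p was 0.0152 (adjusted 0.0246) over the paper's libraries and 0.673 over all 18. Over 11 GABA-A receptor subunits tested in the cerebellum, *Gabra2* and *Gabra3* were the 2 called both over all genes and adjusted over the list alone; the study picked these genes on the same samples, so the latter is not independent evidence.

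**Figure D3:**
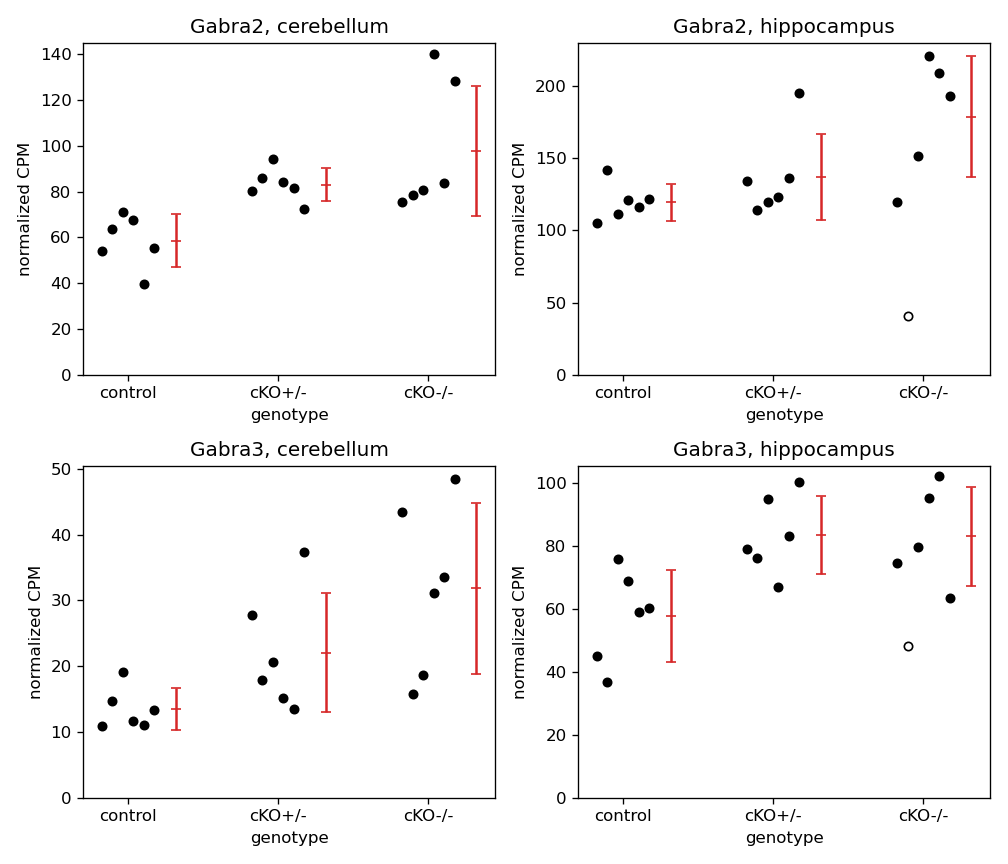
*Gabra2* and *Gabra3* in normalized CPM (vertical axes from 0) by genotype in both tissues, 1 point per library, with the mean and SD in red. The open point is Sample_1160, at 40.7 CPM for *Gabra2* and 48.1 CPM for *Gabra3* in the hippocampus, and is left out of the means; cerebellar *Gabra2* ranges from 39.4 to 71.2 CPM in controls and from 75.3 to 140 CPM in cKO-/- mice.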

Reduction in SS firing frequency of PC was previously described in a number of ASD mouse models but this was attributed to changes in PC properties^61,62^. An increase in granule cells sensitivity has also been reported^63^, but it cannot account for our observed reduction in SS activity. Finally, enhanced inhibitory input onto the PC, which has been reported in *Shank2* model, can account for the reduction in SS activity^64^.

A parallel reduction in CS and SS is unusual given that these two types of PC activity are known to demonstrate a reciprocal relationship. Namely, in any process that involves an increase in CS activity, a reduction in SS was always observed^65–67^. Therefore, a reduction in both types suggests an overall reduction in cerebellar activity. In addition, a reduction in CS activity is bound to reflect a reduction in climbing fiber input. Alterations in synaptic pruning of climbing fibers were previously reported for ASD mouse models, which might affect CS frequency^68,69^. Given the proposed prominent role of climbing fiber in motor learning processes^70^, it can account for our observation of reduced motor learning.

In summary, we demonstrated that mutations in *Pogz* results in behavioral deficits and growth impairments that resemble the human condition. We show that POGZ is involved in transcription repression, and expression dysregulation of multiple genes that are involved in neuronal development and function. The dramatic alteration of gene expression in the cerebellum is accompanied by changes in neuronal activity in the cerebellar cortex that can account for the behavioral deficits.

## Methods

### Generation of brain specific *Pogz*-deficient mice

*Pogz* conditional knockout mice on the background of C57/BL6 were previously generated^27^ using the Cre-lox system, with loxP sites flanking exons 13−19. Exons 13−19 include the DDE transposas domain, the CENP DNA binding domain and a part of the zinc fingers domain that binds HP1 proteins (HPZ). To create a mutation that is restricted to the brain, we crossed a conditional *Pogz* flox/flox (*Pogz*^fl/fl^) mice with transgenic Nestin^CRE^ (Nes^Cre/+^; *Pogz*^fl/+^) to produce heterozygous (Nes^Cre/+^; *Pogz*^fl/+^), homozygous (Nes^Cre/+^; *Pogz*^fl/fl^) and controls (Nes^+/+^; *Pogz*^fl/fl^) littermates. All mice were tail genotyped using KAPA mouse genotyping kit (KAPA Biosystems KK7302. PCR primers used were: 5′-AATTAAAGGCAGACCTAGCAGGTGGAGG^-^3′ (forward) and 5′-TAGCACCGC AGACTGCTATCTATTCCTG (reverse) for loxP sequence, 5′-GCGGTCTGGCAGTAAAAACTATC^-^3′ (forward) and 5′-GTGAAACAGCATTGCTGTCACTT-3′ (reverse) for Nestin-Cre. All mouse studies were approved by the Institutional Animal Care and Use Committees at The Hebrew University of Jerusalem.

### Western blot analysis

Proteins were extracted from cortices of E14.5 embryos for all three genotypes (control, *Pogz* cKO^+/−^ and *Pogz* cKO^−/−^) using modified RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 5 mM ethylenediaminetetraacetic acid (EDTA) pH 8.0, 1% Triton ×100, 0.5% sodium deoxycholate, 0.1% SDS) mixed with protease inhibitors (Sigma-Aldrich). Each tissue sample was ruptured and agitated in RIPA for 1 h in 4°. The lysates were cleared by centrifugation (20 min; 13.8 × *g*; 4°). Before loading, Laemmli sample buffer ×5 with 2% β-mercaptoethanol was added to the samples following by boiling at 95 °C for 5 min. Protein samples were loaded onto 8% acrylamide gel, and wet method was used to transfer the proteins to a polyvinylidene fluoride membrane (PVDF) membrane (Immobilon-P, Millipore IPVH00010). Membranes were air-dried for blocking followed by an overnight incubation in primary antibodies. The next day, membranes were washed in phosphate-buffered saline containing 0.1% Tween-20 (PBST) and incubated in secondary antibodies for 1 h at RT. After another three PBST washes, immunoblots were visualized using SuperSignal chemiluminescent HRP substrates according to the manufacturer’s instructions (Thermo Scientific). Unprocessed gels are available in the Source Data file.

### Luciferase reporter assay

HEK293 cells were cultured on 48-well cell culture plates overnight. Cells were then transiently transfected with 0.1 µg UAS-SV40-luc (luciferase reporter) and 0.04 µg pLR-TK (renilla internal control) and either of 0.25 µg pCDNA3.1-GAL4-POGZ-FL (expressing GAL4 fused to full-length human POGZ) or 0.25 µg pCDNA3.1-GAL4-POGZ-H840A (expressing GAL4 fused to human POGZ mutated in the HPZ domain) using TransIT-2020. Relative luciferase activity was measured, in three independent experiments, after 48 h using the Dual-Luciferase Reporter system (Promega) according to the manufacturer’s protocols.

### Brain sectioning and staining

#### Adult brain

2−4-month-old mice were euthanized using Isoflurane USP (Piramal Critical Care, NDC 60307-110-25). The brain was then removed and fixed overnight in 4% PFA at 4 °C. Brains were then incubated in 30% sucrose prior to sectioning. Forty micrometer brain sections were made using Leica SM2000R Sliding microtome and stored in 2:1:1 PBS/Glycerol/Ethylene Glycol at −20 °C. Mounted slides were incubated in 0.01 M citrate buffer pH = 6 and heated above 95 °C for 15 min. The slides were then washed in PBS and incubated in 3% H_2_O_2_ for 10 min. Primary antibodies were diluted in 0.5% triton-PBS solution and 2% normal serum (host animal varies according to secondary antibody) and incubated overnight in a humid chamber in RT.

#### For IHC staining

On the following day, slides were washed with PBS and incubated with secondary biotinylated antibody diluted in 0.5% triton-PBS and 2% for 1.5 h in a humid chamber in RT. The slides were then washed and incubated with AB Solution (VECTASTAIN Elite ABC Hrp Kit, Vector Laboratories, PK6100) for 1 h. Next, slides were washed again in PBS and incubated with DAB substrate (SIGMAFAST™ 3,3′-Diaminobenzidine tablets, Sigma D4293). Finally, the slides were washed again in PBS and covered with DPX mountant for histology (Sigma 4451).

#### For IF staining

On the following day, slides were washed with PBS, and incubated with the appropriate fluorescently labeled secondary antibodies for 1.5 h in a humid chamber in RT. Finally, slides were vertically air-dried and covered with DAPI flouromount-G (Southern Biotech 0100-20). For BrdU staining, mice were injected i.p. with BrdU (Sigma B5002) 21 days prior to brain extraction.

#### Embryonic brain

Brain sections (14-µm-thickness) prepared with a cryostat (Leica CM1900, Leica Microsystems, Wetzlar, Germany) were treated with HistoVT one (Nakarai tesque Inc, Kyoto, Japan) for antigen retrieval for 20 min and cooling for 20 min. Then sections were incubated in PBS with 0.5% Triton X100 and 0.1% bovine serum albumin (BSA) for 60 min. After washing with PBS-T (PBS with 0.1% Triton X100) three times, the sections were incubated with a primary antibody overnight at 4 °C. Alexa Fluor 488-labeled IgG was used as a secondary antibody. 4′,6-diamidino-2-phenylindole (DAPI) was used for DNA staining. Images were captured using LSM880 confocal laser microscope (ZEISS, Oberkochen, Germany).

### Assay of cell-cycle exit by in utero electroporation

#### Plasmid construction

Mouse (m) Pogz cDNA was purchased from DNAFORM (Kanagawa, Japan) and cloned into pCAG-Myc vector (Addgene Inc., Cambridge, MA, USA). The following target sequences were inserted into pSuper-puro RNAi vector (OligoEngine, Seattle, WA): shPogz#1, GTATTTGGCTTTGTTTAAA (2391−2399); sh-Pogz#2, CACTAATTGCCAACAACAA (263−281). Numbers indicate the positions from translational start sites. For the control experiments, we used pSuper-H1.shLuc designed against luciferase (CGTACGCGGAATACTTCGA)^71^. All constructs were verified by DNA sequencing.

#### Cell culture and transfection

COS7 cells were cultured essentially as described^72^. Cells were transfected by Lipofectamine 2000 (Life Technologies Japan, Tokyo) according to the manufacturer’s instruction.

#### In utero electroporation

Pregnant ICR mice were purchased from SLC Japan (Shizuoka, Japan). At E14.5, pregnant mice were deeply anesthetized with a mixture of three drugs: medetomidine (0.75 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). Then, 1 µl of solution containing pSuper RNAi vectors (1 µg/µl each) together with GFP vector was injected into the lateral ventricle of embryonic mouse brains with a glass micropipette made from a microcapillary tube (GD-1; Narishige, Tokyo, Japan). The embryo in the uterus was placed between the tweezers-type disc electrode (5 mm in diameter) (CUY650-5; NEPA Gene, Chiba, Japan). Electronic pulses (50 ms of 35 V) were charged five times at intervals of 950 ms with an electroporater (NEPA21; NEPA Gene, Chiba, Japan). At least five independent brains were electroporated and analyzed for each experiment. Animals were neither excluded nor died during experimentation. The uterine horns were placed back into the abdominal cavity to allow the embryos to continue normal development. At P0, brains were harvested and coronal brain sections (14-µm-thickness) were prepared with a cryostat (Leica CM1900, Leica Microsystems, Wetzlar, Germany) and were treated with HistoVT one (Nakarai tesque Inc, Kyoto, Japan) for antigen retrieval for 20 min and cooling for 20 min. Then, sections were incubated in PBS with 0.5% Triton X100 and 0.1% BSA for 60 min. After washing with PBST (PBS with 0.1% Triton X100) three times, the sections were incubated with a primary antibody overnight at 4 °C. The next day, sections were washed, incubated with secondary antibody and with 4′,6-diamidino-2-phenylindole (DAPI) for DNA staining. Images were captured using LSM880 confocal laser microscope (ZEISS, Oberkochen, Germany).

#### EdU (5-ethynil-2′-deoxyuridine) incorporation experiments

pCAG-histone 2B(H2B)-EGFP vector was electroporated in utero into embryos with pSuper-H1.shLuc (control) or sh-Pogz#1or #2 at E14.5. Twenty-four hours after electroporation, pregnant mice were given an intraperitoneal injection of EdU at 25 mg/kg body weight. After 24 h, brains were fixed with 4% paraformaldehyde and frozen sections were made. Then, the ratio of EdU/Ki67/GFP-triple-positive cells to EdU/GFP-double-positive ones was determined. At least five independent brains were electroporated and analyzed for each experiment. Animals were neither excluded nor died during experimentation.

### Antibodies

#### IHC and IF

Rabbit anti-POGZ (ab171934 1:500); Mouse anti-NeuN (MAB377 1:400); Mouse anti-CUTL1/CUX1 (ab54583 1:500); Rat anti-CTIP2 (ab18465 1:500); Rabbit anti-TBR1 (Merck AB10554 1:400); Rabbit anti-Ki67 (ab15580 1:1000); Rat anti-BrdU (ab6326 1:250) Mouse anti-DCX (sc271390 1:200); Mouse anti-SOX2 (sc17320 1:1000); Goat anti-NeuroD (sc1804 1:1000); Rabbit anti-PROX1 (Merck AB5475 1:1000); Rabbit anti-PAX6 (Merck AB2237 1:500); Mouse anti-CNPase (ab6319 1:1000); Mouse anti-Calbindin (Merck C9848 1:1000); Rabbit anti-GFAP (ab7260 1:1000); goat anti-rabbit Alexa fluor 568 (Invitrogen A-11011 1:200); goat anti-mouse Alexa fluor 488 (Invitrogen A-11001 1:200). Goat anti-Rabbit IgG biotinylated (Vector Labs BA-1000 1:250); Rabbit anti-Goat IgG biotinylated (Vector Labs BA-5000 1:250); Rabbit anti-Rat IgG biotinylated (Vector Labs BA-4000 1:250); Horse anti-Mouse IgG biotinylated (Vector Labs BA-2000 1:250).

#### Staining of embryonic brain slices

Anti-POGZ was prepared as described^26^; chicken anti-GFP (Aves Laboratories GFP‐1020 1:1000); rabbit anti-Ki67 (Thermo Scientific RB-1510 1:1000); rabbit anti-Pax6 (BioLegend PRB 278P 1:500); rabbit anti-TBR2 (ab23345 1:250); rabbit anti-phospho-histone H3 (Cell Signaling Technology 9701 1:400) Alexa Fluor® 488-labeled IgG was used as secondary antibody (ab150077 1:200).

#### WB primary antibodies

Rabbit anti-POGZ (ab167408 1:500); rat anti-βTubulin (ab6160 1:10,000); rabbit polyclonal antibodies against Myc-tag (1:300) and a cytoskeletal protein, Sept11 (1:1000), were produced as described^40,71^.

#### WB secondary antibodies

Donkey anti-rabbit IgG HRP (ab7083 1:10,000); donkey anti-rat IgG HRP (ab102265 1:10,000).

### Golgi staining and analysis

Golgi staining was done using the super Golgi kit (Bioenno 003010). Two-month-old mice were euthanized using Isoflurane USP (Piramal Critical Care, NDC 60307-110-25). Their brains were then removed and immersed in 10 ml of impregnation solution for 12 days. The rest of the protocol was done according to the manufacturer’s instructions. Dendritic spines in the dentate gyrus were counted at 40 µm distance from the soma and on a 30 µm dendritic length.

### Behavioral assays

Mice were group-housed in a room with a 12-h-light, 12-h-dark cycle (lights on at 7:00) in 20−22 °C (humidity 55 ± 10%) with access to food and water ad libitum. All tests were conducted during the light cycle. Behavioral assays were performed with male and female mice at 8−16 weeks of age between 9:00 and 18:00, unless indicated otherwise. Each apparatus was cleaned with diluted EtOH solution before testing of each animal to prevent bias due to olfactory cues. Before all assays, mice were habituated to the behavioral testing core facility for at least 3 days, and specifically to the testing room for 1−2 h prior to the experiment. The behavioral assays were conducted blinded to genotypes during testing and analysis.

#### Three-chamber social interaction test

The three-chamber social interaction apparatus is divided into three interconnected compartments (35 × 20 each). Each side contains a wired cylinder for interaction (referred to as cup; 10.5 cm height × 10 cm bottom diameter). Test mouse was habituated to the apparatus for 5 min. Then, an unfamiliar mouse (stranger 1) was randomly placed in the cup in one of the side compartments, while the other cup remained empty. The test mouse was re-introduced to the apparatus and allowed to explore all three chambers for a 10-min session. Subsequently, a novel unfamiliar mouse (stranger 2) was placed in the previously empty cup and the test mouse had another 10 min to explore the apparatus. The test sessions were recorded using EthoVision XT11 tracking system (Noldus, Leesburg, VA). Both sessions were done in a dark room.

#### Direct social interaction

8−12-week-old mice were habituated to test room for at least 1 h before the experiment. Stranger mice were conspecific age-matched wild-type mice socially naive to the test mice. At least 90 min prior to the experiment, stranger mice were given identifiable markings on the tails using a black marker pen. A pair of test and stranger mice were introduced into a clean transparent cage (35 × 20 × 18) filled with fresh bedding and the session was recorded for 10 min using Noldus Ethovision XT11 software. Manual quantification of social behaviors was performed by a researcher blinded to the genotype of the test mice. Direct social interaction was determined as any sequence or combination of sequences involving close huddling and sniffing (nose-to-nose and anogenital sniffing) initiated by the test mouse. Times for the total direct social interactions, the frequency of nose-to-nose sniffing and anogenital sniffing were measured.

#### Marble burying test

Mice were habituated to a novel testing cage (35 × 20 × 18 cm^2^) containing a 5-cm layer of chipped cedar wood bedding for 10 min. The mice were returned to their home cage while 20 glass marbles were aligned equidistantly 4 × 5 in the testing cage. Mice were then introduced again to the testing cage and given 30 min to explore it. At the end of the session, the number of buried marbles was recorded. A marble was considered buried if more than half of it was covered with bedding. Results were calculated and plotted as the percentage of marbles buried for each genotype.

#### T-maze

Mice (8−12 weeks old) were habituated to test room at least 1 h before the experiment. After habituation, mice were placed at the base of a T-maze (arm length 30 cm) and were given the choice to freely explore either the right or left arm of the maze for ten consecutive trials. A choice was assumed to be made when mice stepped into an arm with all four paws. At that moment, the gate to that arm was closed and the animal was allowed to explore the arm for 5 s. Then, the mouse was gently placed back at the base of the T-maze for the next trial. When the mouse chose a similar arm at two consecutive trials, this was scored as a repeat in consecutive trials.

#### Morris water maze

After habituation of 1 h to the testing room, mice were put in a 122 cm water-filled round arena. Water temperature was kept at 22−23 °C and skim milk was added to reduce water’s transparency. The arena had four different blue-colored shapes on its sides, one big colorful flower picture above the North section and the experimenter always stood 1 m from it to the South direction. In the Northern-East quarter a 10 × 10 cm^2^ transparent platform was submerged 1 cm in the water. Each mouse had four trials per day for a learning period of 5 days. Each trial entry point to the arena was as following: South-East, South, West, North-West and the order was semi-randomized per day. The order was similar across mice per day. Each trial ended either after 60 s if the mouse did not find the platform or 5 s after the mouse found the platform. As the trial ended the mouse was allowed to stay on the platform for 15 s. At the sixth day the platform was removed from the arena and the mice were entered only once from South-East. Tracking was done using the EthoVision XT11 tracking system (Noldus, Leesburg, VA).

#### Open field

The Open Field environment, consisting of a white circular plexigel arena (55 cm diameter), was divided into center (28 cm diameter) and periphery (the outer part of the circle). Mice were placed in one of four edges of the arena (N, W, S, and E) randomly, and their free movement was recorded for 5 min using the EthoVision XT11 tracking system (Noldus, Leesburg, VA).

#### Elevated plus maze

The elevated plus maze apparatus consisted of four elevated arms (52 cm from the floor). The arms were arranged in a cross-like disposition, with two opposite arms being enclosed (30 × 5 × 25 cm^3^) and two being open (30 × 5 cm^2^), having at their intersection a central square platform that gave access to any of the four arms. All floor surfaces were covered with yellow tape to create a high contrast for the tracking system. Mice were placed in the central platform facing an open arm and could explore the apparatus for 5 min. The session was recorded using EthoVision XT11 tracking system (Noldus, Leesburg, VA).

#### Social and nonsocial odors habituation/dishabituation

Prior to testing, experimenters prepared triplicates of cotton swabs soaked with nonsocial odors or with mice urine and cotton swabs soaked with a smell of a dirty cage. The social odor samples were age- and sex-matched to the study mice. The test mouse was habituated to a new, clean testing cage (35 × 20 × 18 cm^2^) containing a clean odorless cotton swab for 30 min. During the experiment, each odorous swab was lowered to the cage for 2 min and the mouse was free to sniff it with 1-min intervals. In all trials, the time the mouse spent sniffing the swab was recorded using a manual timer.

#### Rotarod

An accelerating Rotarod (Ugo Basile, Cmoerio VA, Italy) was used in this experiment. Five mice were placed simultaneously on the stationary rod (3 cm diameter). Once all mice were stable on the rod, the motor was turned on and the rod rotation was continuously accelerated (from 4 to 40 rpm over 5 min). Each mouse was given three successive trials (30-min interval between trials) for a maximum of 7 min per trial. Results were measured as the time the mouse stayed on the accelerating rod before falling.

#### Horizontal bars

Motor coordination and forelimb strength were tested using two 38-cm-long steel bars, located 49 cm above the bench surface by a support column at each end. Two bar diameters were used for the experiment, 2 and 4 mm. Test mouse was held by the tail and raised to grasp the horizontal bar in the middle with the forepaws only. The criterion point was either a fall from the bar or the time until one forepaw touches the support column. Maximum test time was 30 s. Mice were first tested on the 2-mm bar and then the 4-mm bar after 1−2 min resting period. Performance (time until falling or touching the support column) scoring was as follows: 1−5 s = 1; 6−10 s = 2; 11−20 s = 3; 21−30 s = 4; after 30 s or placing a forepaw on the side column = 5. Final score was calculated as the sum of scores from both bars tested. This protocol was previously described by Deacon^73^.

### Gene expression analysis

Adult mice hippocampi and cerebella (three males and three females from each genotype) were dissected and RNA was extracted using Qiagen RNeasy lipid tissue mini kit (Qiagen 74804). The RNA integrity was measured using the Agilent BioAnalyzer machine (RNA integrity number (RIN) was above 8.5). Libraries of mRNA for sequencing were made by pulldown of poly (A) RNA using Truseq RNA sample preparation kit (illumina). Library quantity and pooling were measured by Qubit (dsDNS HS) and quality was measured by tape station (HS). Sequencing was done using Next seq 500 high output kit V2 75 cycles (Illumina) on Illumina’s NextSeq 500 system with 43 bp paired-end reads (resulting in 50−70 million reads per sample). Denaturing and loading of samples were done according to the manufacturer’s instructions.

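The methods name the mm9 build. The gene coordinates in the deposited count tables were compared with annotations of both builds: of 23159 genes matched by symbol to RefSeq on GRCm38, 90.1% start within 1000 bases of the annotated start, against 4.79% of 20780 genes matched to GENCODE vM1 on NCBIM37. Coordinates given here are those of the tables and are stated as GRCm38. Each table lists 24421 genes, of which 27 symbols have the form of a date, and 2 symbols occur more than once. Of the listed genes, 3978 had no count in any cerebellar library and 3332 none in any hippocampal library.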

Reads from RNA-seq were aligned to the mouse genome (mm9), and aligned reads were counted at the gene level using STAR aligner (v250a). Reads that mapped to exons 13−19 at the *Pogz* gene were used to verify the genotypes. Raw count data were used for differential expression analysis using edgeR^74^. Genes with counts per million (CPM) above 1 in at least six individual samples were included in the analysis. The differential expression analysis was performed using a generalized linear model that included sex and genotypes. Differences were considered statistically significant for FDR < 0.05 (calculated by edgeR package). Exact binomial test was used to test for the unequal proportion of upregulated and downregulated genes. Enrichment of gene ontology (C5 collection: Gene Ontology gene sets), MGI mammalian phenotype, ASD genes and overlap with G9a/GLP was conducted using a gene set enrichment analysis (the fgsea R package).

### Quantitative PCR

cDNA was synthesized using the Superscript III First-Strand kit for qPCR (Invitrogen 18080093). Real-time PCR was performed using the SsoAdvanced™ Universal SYBR® Green Supermix (Bio-Rad). Fluorescence was monitored and analyzed in a Bio-Rad C1000 Thermal Cycler with a CFX96 real-time system. All experiments were performed in triplicates and analyzed using the 2^(−ΔΔCT)^ method, using GAPDH as the reference gene. Primers: murine GAPDH: 5′-TGTTCCTACCCCCAATGTGT-3′ (forward) and 5′-ATTGTCATACCAGGAAATGAGCTT-3′ (reverse); murine Dach2: 5′-AGTCATGAAGTCACCCTTGGA-3′ (forward) and 5′-TTGGTCAACAGAGTCTCCACA-3′ (reverse).

### Slice preparation for electrophysiology recordings

Mice (8−12 weeks old) were anesthetized with pentobarbitone (60 mg/kg) and the brain was removed. The cerebellum was rapidly cut and placed in ice-cold physiological cutting solution containing the following (in mM): 124 NaCl, 2.4 KCl, 1 MgCl_2_, 1.3 NaH_2_PO_4_, 26 NaHCO_3_, 10 glucose, 2 CaCl_2_, saturated with 95% O_2_/5% CO_2_, pH 7.4 at room temperature. Parasagittal slices (250 µm) of the vermal and hemispherical area were cut using a microslicer (7000 SMZ, Campden Instruments, UK). The slices were incubated with oxygenated physiological solution and maintained at 34 °C. After 1-h incubation, the slices were transferred to a recording chamber and maintained at room temperature under continuous perfusion with the oxygenated physiological solution.

### Whole-cell recordings

Neurons were visualized using differential interference contrast, infrared microscopy (BX61WI, Olympus, Tokyo, Japan). Purkinje cells were identified by the location of their somata between the granular and molecular layers, by soma size and by the presence of a clear primary dendrite. All recordings were performed at room temperature. For current-clamp experiments, bath solution was the same as the cutting solution. Borosilicate pipettes (4−8 MΩ, pulled on a Narishige pp-83 puller) were filled with internal solution containing the following (in mM): 145 potassium-gluconate, 2.8 KCl, 2 NaCl, 0.1 CaCl_2_, 2.4 Mg-ATP, 0.4 GTP, 10 HEPES and 1 ethylene glycol-bis(β-aminoethyl ether)-N,N,N′,N′-tetraacetic acid (EGTA) (pH adjusted to 7.3 with KOH). Signals were recorded at 10 kHz and low-pass filtered at 3 kHz. Electrode access resistance was routinely checked, and recordings with values larger than 20 MΩ were not included in the analysis. Experiments were discarded if more than 20% change in holding current was needed to maintain the resting potential. AP threshold was calculated from phase plot analysis where the derivative (d*V*/d*t*) of a single AP plotted is plotted versus membrane voltage. The point in the phase plot where the increase in d*V*/d*t* was larger than 10 mV/ms was defined as the AP threshold. Input resistance was calculated by fitting the voltage response during the short current injection to a double exponential function and the difference between the estimated steady-state value and the initial membrane voltage was divided by the current injection amplitude. For *I*−*f* protocol PCs were held at approximately −70 mV, and 1 s current pulse was given every 12 s. In voltage clamp experiments isolating *I*_h_ current, bath solution contained the following (in mM): 124 NaCl, 5 KCl, 2 CaCl_2_, 1.3 NaH_2_PO_4_, 1 MgCl_2_, 10 glucose, 26 NaHCO_3_, 1 NiCl_2_, 0.1 CdCl_2_, 1 BaCl_2_, 5 TEACl, 0.0005 TTX, 1 4-aminopyridine (4-AP). Borosilicate pipettes were filled with the same internal solution as in current-clamp experiments. PCs were held at −50 mV, and 4 s voltage pulses were given, every 30 s, from −10 to −40 mV and 2 s pulses from −50 to −70 mV, all in 10-mV steps. Whole-cell capacitive transients and leak currents were not compensated during these recordings. Data were sampled at 10 kHz as in current-clamp experiments, and low-pass filtered at 1 kHz. Voltage clamp recordings were commenced 5−10 min after seal breaking. For 4 s pulses *I*_h_ current was defined as the difference between the minimal current recorded immediately after the transient capacitive current and the current measured at the end of the voltage step. As for the 2 s pulses, since the current has not reached steady state, we fitted the current changes during the voltage step by either 1 or 2 exponents, and the estimated steady-state value was subtracted from the minimal current recorded immediately after the transient capacitive current. Analysis of *I*_h_ kinetics was done only on traces that were successfully fitted with two exponents, which were most of the traces.

Spontaneous EPSCs (sEPSCs) were pharmacologically isolated using 100 µM Picrotoxin in the bath solution (same as cutting solution). Spontaneous IPSCs (sIPSCs) were pharmacologically isolated using 40 µM DNQX in the bath solution (same as cutting solution) and a cesium-based internal solution containing high Cl^−^concentration (in mM): 120 CsCl, 20 TEA-Cl, 4 NaCl, 1 EGTA, 0.1 CaCl_2_ 10 HEPES, 3 MgATP, 0.4 NaGTP. Both sEPSCs and sIPSCs recordings were commenced at least 5 min after seal breaking, in a holding potential of −70 mV. Series resistance (*R*_s_) was routinely checked and recordings were discarded if *R*_s_ was more than 30 MΩ or if there was >15% change in *R*_s_. Capacitive transients and leak currents were not compensated during these recordings. Data were sampled at 40 kHz, and low-pass filtered at 1.4 kHz. For analysis, sIPSCs and sEPSCs were detected with a 3.5 pA threshold, and each event was visually inspected for inclusion or rejection. Events could be categorized to fast (<3 ms 10−90% rise time) and slow (>3 ms) rise time populations. For this, all events with at least 20 ms IEI between them were taken in order to avoid cumulative events. In Fig. 7a, e, right, the representative and average events are of fast-rising events of the corresponding cell. In Fig. 7d, h the average events of all cells in each genotype were also generated from the fast-rising event population. Events for the analysis in Fig. 7b, c, f, g were taken from the entire population of events, that is without the 20 ms IEI mentioned above.

A dedicated software based on the LabView platform (National Instruments) was used for monitoring and data acquisition. Experiments were conducted on mice from both sexes for all genotypes. Exceptions were in excitability and *I*_h_ experiments, where cKO^+/−^ group consisted of male mice only. All experiments were analyzed using custom scripts in Matlab (Mathworks, Natick, MA, USA).

### In vivo extracellular PC recordings

Mice were anesthetized with an i.p. injection of a mixture containing ketamine (100 mg/kg) and medetomidine (10 mg/kg). Depth of anesthesia was sufficient to eliminate pinch withdrawal. Anesthesia was maintained throughout the experiment by i.p. Injection of additional supplements of ketamine (25 mg/kg) administered as necessary (typically every 0.5–1 h). Body temperature was kept at 37 °C using a heating blanket. Craniotomy was performed 6.0 mm caudal to Bregma and between midline and 1.5 mm lateral from midline. Recordings were obtained using borosilicate pipettes (3−5 MΩ) pulled on a Narishige pp-83 puller, filled with artificial cerebrospinal fluid (ACSF) containing: NaCl 125 mM, KCl 2.5 mM, NaHCO_3_ 25 mM, NaH_2_PO_4_ 1.25 mM, MgCl_2_ 1 mM, glucose 25 mM and CaCl_2_ 2 mM. Experiments were conducted on male mice from all genotypes. In vivo recordings were analyzed using Matlab (Mathworks, Natick, Ma, USA).

### Statistical analysis

Analyses were carried out with R (http://www.r-project.org). For the conditional mouse model, we used two separate tests. The first test is based on a linear model with additive genetic effects, sex effect as a confounding variable and an interaction term of genotype by sex. The additive effect is a linear effect proportional to the number of *Pogz* intact alleles. Specifically, we refer to the genotypes (cKO^−/−^, cKO^+/−^, control [cKO^+/+^]) → (0, 1, 2) as additive effect. In addition, pairwise two-tailed *t* test was used to test for the differences between genotypes. For comparisons across time points, a model that included repeated-measures was used (e.g. rotarod, water maze and olfactory assays). To compare between genetic models, we used the AIC function in R. In the dominant model, the cKO^+/−^ and cKO^−/−^ were treated as a single category, in the recessive model, the cKO^+/−^ and control are treated as a single category, and in the additive model the three genotypes are treated as 0, 1, and 2.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Supplementary Table S3

Supplementary Table S4

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. RNA sequencing data were deposited to Gene Expression Omnibus (GEO) accession number GSE144648. All other relevant data supporting the findings of this study are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Pogz deficiency leads to transcription dysregulation and impaired cerebellar activity underlying autism-like behavior in mice
**Source:** Nat Commun. 2020 Nov 17;11:5836. doi: 10.1038/s41467-020-19577-0
**Supplement:** Supplementary file 1 — Supplementary Information

*Pogz* deficiency leads to transcription dysregulation and impaired cerebellar activity  
underlying autism-like behavior in mice

Reut Suliman, Ben Title, Yahel Cohen, Nanako Hamada, Maayan Tal, Nitzan Tal, Galya Monderer-Rothkoff, Bjorg Gudmundsdottir, Kristbjorn O. Gudmundsson, Jonathan R Keller, Guo-Jen Huang, Koh-ichi Nagata, Yosef Yarom and Sagiv Shifman

### **Supplementary Information**

Figures S1-7, Table S1-S2

Figure S1

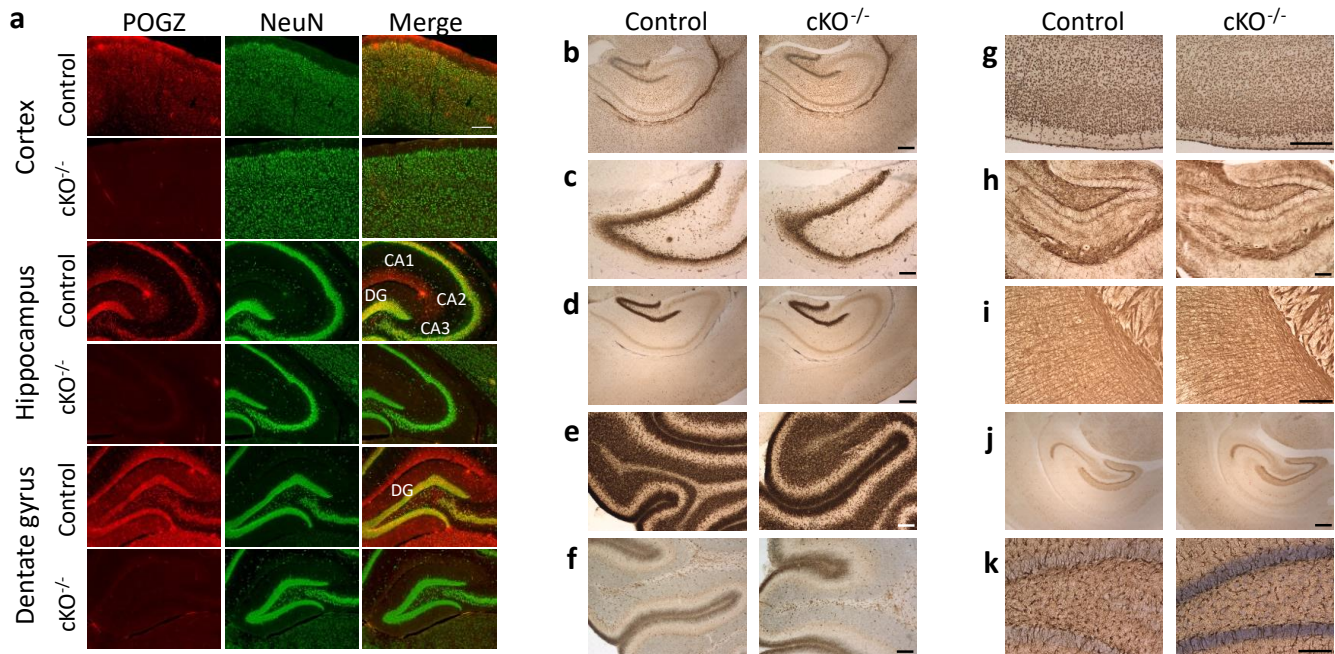

**Supplementary Figure 1.** (A) Immunofluorescence staining of control and *Pogz* cKO<sup>-/-</sup> mice brains (P60) using antibodies against POGZ (red) and NeuN (green) showing a widespread expression of POGZ in the control mice brains (cortex, hippocampus, dentate gyrus) and its absence from *Pogz* cKO<sup>-/-</sup> mice brains. n = 3 control, 3 cKO<sup>-/-</sup>. Scale bar = 100μm. (B-K) Immunohistochemistry staining for various neuronal markers showing that *Pogz* cKO<sup>-/-</sup> mice do not display any detectable anatomical defects (B) SOX2 marker for adult neural stem cells. Scale bar = 250μm (C) NeuroD marker for differentiating of hippocampal neurons. Scale bar = 100μm (D) PROX1 marker for the DG. Scale bar = 250μm (E) PAX6 marker for the cerebellar granular layer. Scale bar = 100μm (F) Ki67 marker for proliferation. Scale bar = 100μm. (B-F) were done on mouse developing brains (P11). (G) CUX1 marker for specific cortical layers (II-IV). Scale bar = 250μm. (H-I) CNPase marker for oligodendrocytes and Schwann cells. Scale bar = 100μm (J) Calbindin marker for GABAergic interneurons. Scale bar = 250μm (K) GFAP marker for developing astrocytes and ependymal cells. For B-K, n = 3 control, 3 cKO<sup>-/-</sup> in one independent experiment. Scale bar = 100μm.

Figure S2

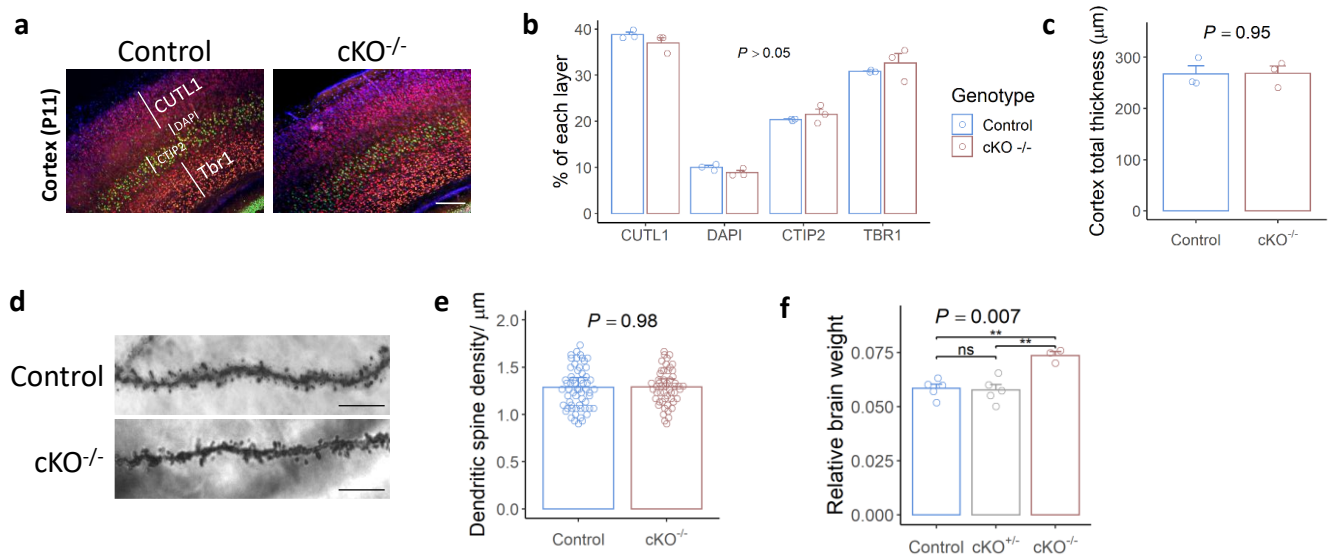

**Supplementary Figure 2.** (A) Immunostaining for specific cortical layers with known markers (CUTL1, CTIP2, Tbr1) and DAPI at P11. Scale bar = 100  $\mu m$ . (B) Quantification of the relative thickness of each cortical layer was based on the length of layers stained with the markers or stained only by DAPI.  $n = 3$  control (blue), 3  $cKO^{-/-}$  (red); all  $P > 0.05$ , Two-tailed t-test. (C) Quantification of the total thickness of the cortex. Two-tailed t-test. (D-E) Dendritic spine density in the dentate gyrus (DG) of control and  $cKO^{-/-}$  mice (D) Representative image used for dendritic spines density analysis in the dentate gyrus (DG). Spines were measured at least 40  $\mu m$  far from the soma, on a 30  $\mu m$  dendrite length and were counted manually using imageJ software. Scale bar = 5  $\mu m$  (E) Quantification of dendritic spines density.  $n$  {animals/dendrites} = 3/59 control, 3/52  $cKO^{-/-}$ , Two-tailed t-test. (F) Relative brain weight (brain weight/body weight) at P11.  $n = 5$  control (blue), 5  $cKO^{+/-}$  (grey), and 3  $cKO^{-/-}$  (red). The  $P$ -values at the top of the plot are for association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model. Pairwise comparisons between genotypes was calculated by two-tailed t-test and the significance is represented by: \*\*,  $P < 0.01$ ; ns, not significant. Quantitative data are mean  $\pm$  SEM.

Figure S3

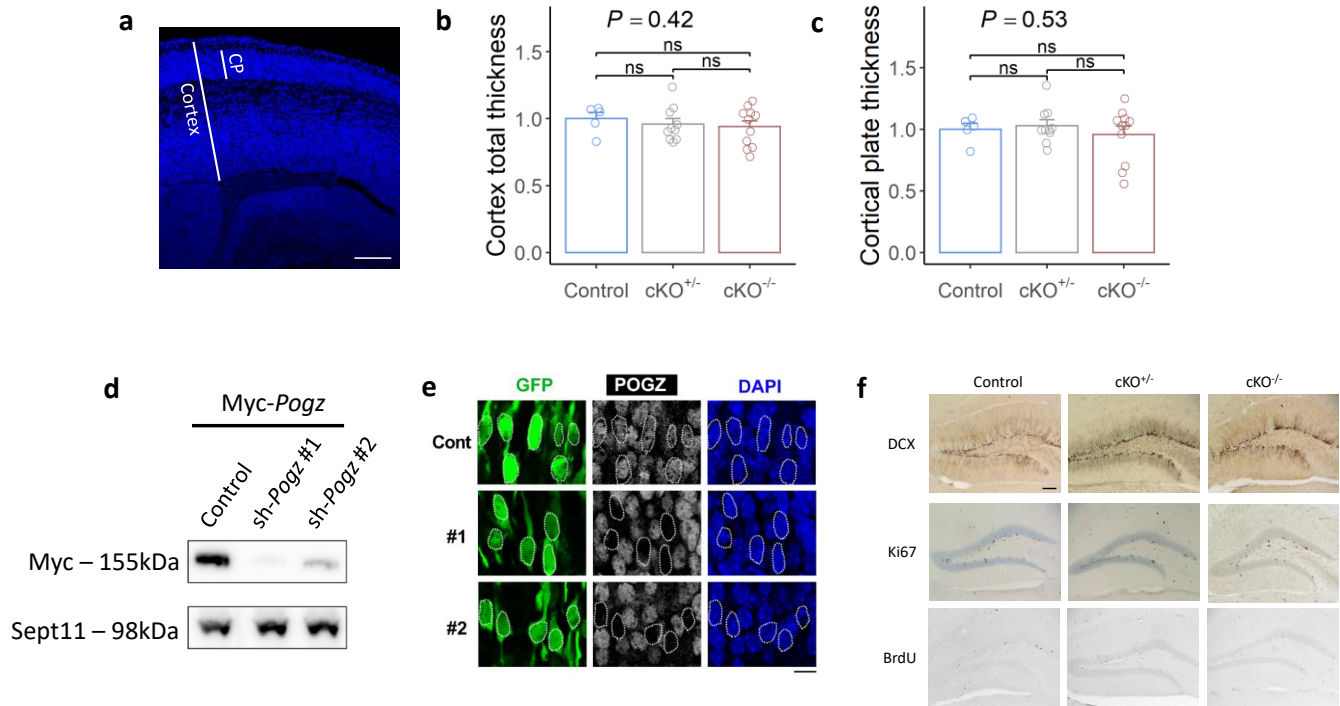

**Supplementary Figure 3.** (A) A representative image of the areas measured for the cortex total thickness and the thickness of the cortical plate (CP). Scale bar = 200  $\mu$ m (B-C) Quantification of the total thickness of the cortex (B) and the cortical plate thickness (C) (E15.5). Data is relative to control mice.  $n = 5$  control (blue), 10 cKO<sup>+/+</sup> (grey), 11 cKO<sup>-/-</sup> (blue) in one independent experiment. The  $P$ -values at the top of the plots are for association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model. Pairwise comparisons between genotypes was calculated by t-test and the significance is represented by: ns, not significant. (D) Characterization of *Pogz*-RNAi vectors. pCAG-Myc-Pogz (0.2  $\mu$ g) was transfected into COS7 cells with pSuper-H1.shLuc (Control), sh-*Pogz*#1 or #2 (1.0  $\mu$ g each). After 48 h, cells were harvested and subjected to western blotting with anti-Myc (upper panel). Anti-Sept11 was used for a loading control (lower panel). One independent experiment (E) Knockdown of endogenous POGZ in migrating cortical neurons. pCAG-EGFP (0.5  $\mu$ g) was electroporated in utero with sh-*Pogz*#1 or #2 (1.0  $\mu$ g each) into E14.5 embryonic brains. Cortical slices were prepared and fixed at P0. Cells were then immunostained with anti-GFP (green), anti-POGZ (white) and DAPI (blue). GFP-positive cells were marked with dotted lines. Scale bar = 10  $\mu$ m. (F) Representative Immunostaining images (positive DAB color) of the adult dentate gyrus used for quantification of DCX, Ki67 and BrdU.  $n = 6$  control, 6 cKO<sup>+/+</sup>, 3 cKO<sup>-/-</sup> in two independent experiments. Scale bar = 100  $\mu$ m. Quantitative data are mean  $\pm$  SEM.

**Supplementary Table 1.** Summary of behavioral assays and their results

| Phenotypes                | Test                                      | Result             |
|---------------------------|-------------------------------------------|--------------------|
| Growth delay              | Body weight                               | Decreased          |
| Microcephaly              | Brain weight                              | Decreased          |
| Motor coordination        | Rotarod                                   | Deficits           |
|                           | Horizontal bar                            | Deficits           |
| General activity          | Open field                                | NS                 |
| Working memory            | T-maze                                    | Deficits           |
| Spatial learning & memory | Morris water maze                         | Deficits           |
| Anxiety                   | Elevated plus maze                        | NS                 |
|                           | Open field                                | NS                 |
| Repetitive behavior       | Grooming                                  | NS                 |
|                           | Marble burying                            | Decreased          |
| Social behavior           | Social approach                           | Increased          |
|                           | Social novelty                            | NS                 |
|                           | Direct social interactions                | Increased          |
|                           | Olfactory habituation/dishabituation task | Increased sniffing |

Figure S4

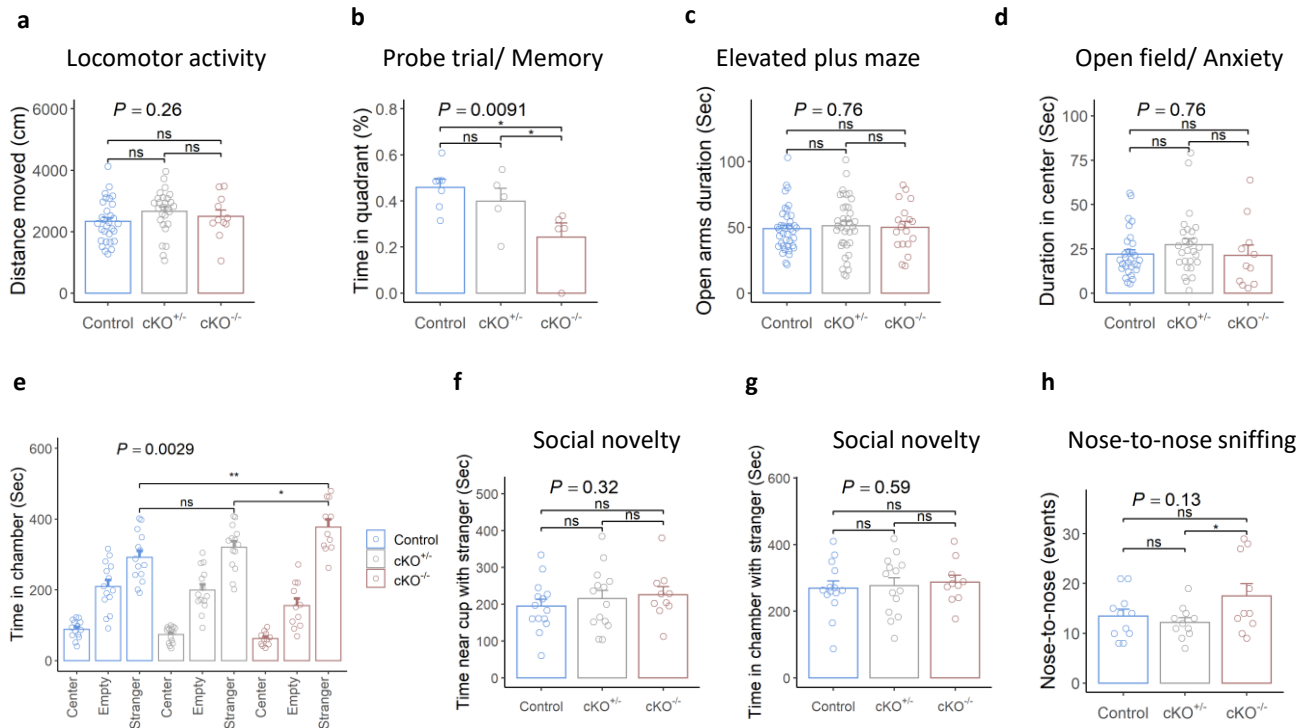

**Supplementary Figure 4.** *Pogz*-deficient mice show abnormal motor cognitive, and social behavior (A) Total distance moved in the open field.  $n = 30$  control (blue), 28 cKO<sup>+/-</sup> (grey), 11 cKO<sup>-/-</sup> (red). (B) Memory performance was assessed in a probe test based on the proportion of time in the north east quadrant that contained the escape platform in the training trials controlled for age.  $n = 7$  control, 5 cKO<sup>+/-</sup>, 5 cKO<sup>-/-</sup>. (C) Time spent in the open arms of the elevated plus maze.  $n = 40$  control, 38 cKO<sup>+/-</sup>, 18 cKO<sup>-/-</sup>. (D) Duration in center of the open field,  $n = 30$  control, 27 cKO<sup>+/-</sup>, 11 cKO<sup>-/-</sup>. (E) Sociability assessed by the three chambers test. Time spent in each of the three chambers (center, empty chamber, and chamber with a stranger mouse).  $n = 14$  control, 14 cKO<sup>+/-</sup>, 11 cKO<sup>-/-</sup>. (F) Time spent in the chamber and (G) near the cup of the stranger mouse during the social novelty test.  $n = 14$  control, 14 cKO<sup>+/-</sup>, 11 cKO<sup>-/-</sup>. (H) The number of nose-to-nose sniffing as measured in the direct social interaction test.  $n = 11$  control, 11 cKO<sup>+/-</sup>, 10 cKO<sup>-/-</sup>. The  $P$ -values at the top of the plots are for association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model (unless stated otherwise). Pairwise comparisons between genotypes was calculated by two-tailed t-test and the significance is represented by: \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; ns, not significant. Quantitative data are mean  $\pm$  SEM.

**Supplementary Table 2.** The table shows the Akaike information criterion (AIC) values for three genetic model. A lower value means a better fit of the model. The minimal values are labeled by color.

| Akaike information criterion (AIC) |          |          |           |
|------------------------------------|----------|----------|-----------|
| Trait                              | Additive | Dominant | Recessive |
| Horizontal bar                     | 133.2    | 139.9    | 130.3     |
| Marble burying                     | 180.1    | 187.3    | 180.2     |
| T-maze                             | 157.4    | 159.7    | 157.5     |
| Social approach                    | 442.6    | 445.2    | 444.0     |
| Social interactions                | 281.7    | 282.3    | 284.0     |
| Anogenital sniffing                | 200.5    | 205.7    | 197.4     |

Figure S5

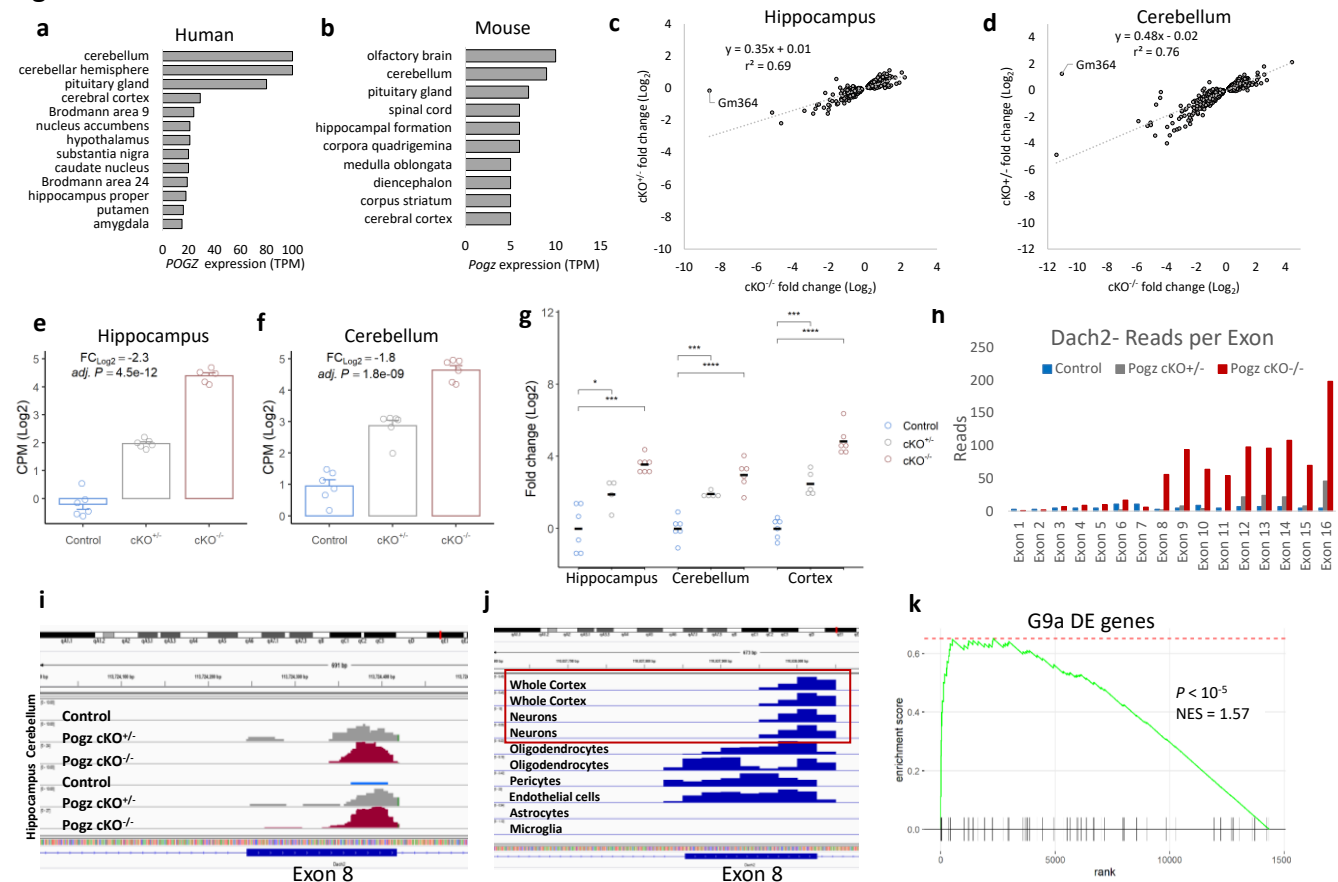

**Supplementary Figure 5. *Pogz* deficiency leads to transcriptional dysregulation** (A) Levels of *POGZ* expression in different brain areas of human and (B) in mouse (FANTOM5 dataset). Values are transcripts per million (TPM) (C-D) Additive effect of *Pogz* on gene expression in (C) hippocampus and (D) cerebellum. The fold change (Log2) in gene expression of cKO<sup>+/+</sup> is plotted against the fold change of cKO<sup>-/-</sup>. The fold change is based on pairwise analysis of the RNA-seq data, and is shown for genes with FDR<5%. Gm364 is an outlier that shows a recessive effect (upregulated only in cKO<sup>-/-</sup>). (E-F) *Dach2* expression levels from RNA-Seq in the (E) hippocampus and (F) cerebellum. n= 6 control, 6 cKO<sup>+/+</sup>, 6 cKO<sup>-/-</sup>. Quantitative data are mean  $\pm$  SEM. CPM, counts per million; FCLog2, Log2 of the average fold change; adj.P, *P*-value calculated by edgeR and adjusted for multiple testing by FDR procedure. (G) The relative expression of *Dach2* in qPCR experiment with three brain regions (Hippocampus, cerebellum and cortex). The black horizontal line indicates the mean. Two-tailed t-test; \*, *P* < 0.05; \*\*\*, *P* < 0.001; \*\*\*\*, *P* < 0.0001. (H-J) *Dach2* has a shorter and unique isoform in neurons (H) Reads per exon for *Dach2* in the cerebellum showing an increase in the number of reads from Exon 8 to 16 in *Pogz*-deficient mice (I) Enlargement of Exon 8, showing reads that are mapped mainly to the end of the exon, both in the hippocampus and cerebellum. (J) Similar distribution of *Dach2* reads in neurons and whole cortex relative to other brain cells (Oligodendrocytes, Endothelial cells, Microglia and Pericytes). Data from: <http://jiaqianwulab.org/braincell/RNASeq.html>. (K) Genes differentially expressed in the G9a mouse model are significantly enriched among genes differentially expressed in the *Pogz* mouse model. The significance of the enrichment was calculated using fgseaMultilevel function in the 'fgsea Package' in R.

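Across the 1916 differentially expressed genes of the cerebellum the cKO+/- and cKO-/- log2 fold changes against controls had an r2 of 0.762, and across the 636 of the hippocampus 0.694. Genes are not independent replicates, and both fold changes use the same controls.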

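In the pairwise fit of the hippocampus, the log2 fold change of *Gm364* was 0.15 in cKO+/- mice (standard error 0.84) and 8.60 in cKO-/- mice (standard error 0.34). The departure of cKO+/- mice from the midpoint was -4.15 there and -6.74 in the cerebellum, with adjusted p = 0.223 and 0.201 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). These fitted values depend on the prior count.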

Figure S6

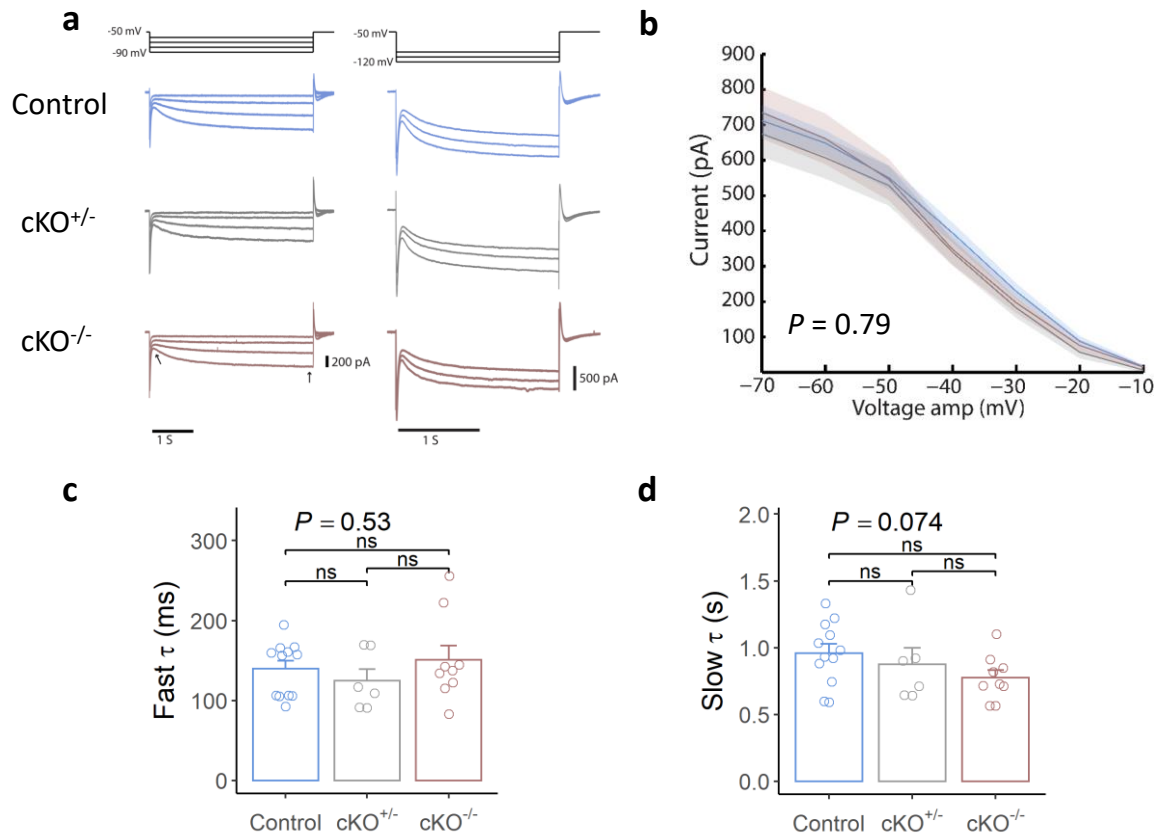

**Supplementary Figure 6.**  $I_h$  current in Purkinje cells is unaffected by *Pogz*. (A) Representative examples of current traces evoked by negative voltage steps from a holding potential of -50mV (*left*: 4 sec, *right*: 2 sec). Left arrow (bottom left trace) indicates the initial current response, right arrow indicates the steady-state current. (B) Comparison of the voltage dependence of the  $I_h$  current in all genotypes. Repeated-measures ANOVA. Fast (C) and slow (D)  $I_h$  kinetics of all genotypes, as measured by fitting a double exponent to traces (see Material and methods).  $n = 12/3$  control (blue),  $6/1$  cKO<sup>+/-</sup> (grey),  $9/2$  cKO<sup>-/-</sup> (grey). The  $P$ -values at the top of the plots are for association between the quantitative measurements and the number of intact *Pogz* alleles calculated with a linear regression model (unless stated otherwise). Pairwise comparisons between genotypes was calculated by two-tailed t-test. ns, not significant. Quantitative data are mean  $\pm$  SEM.

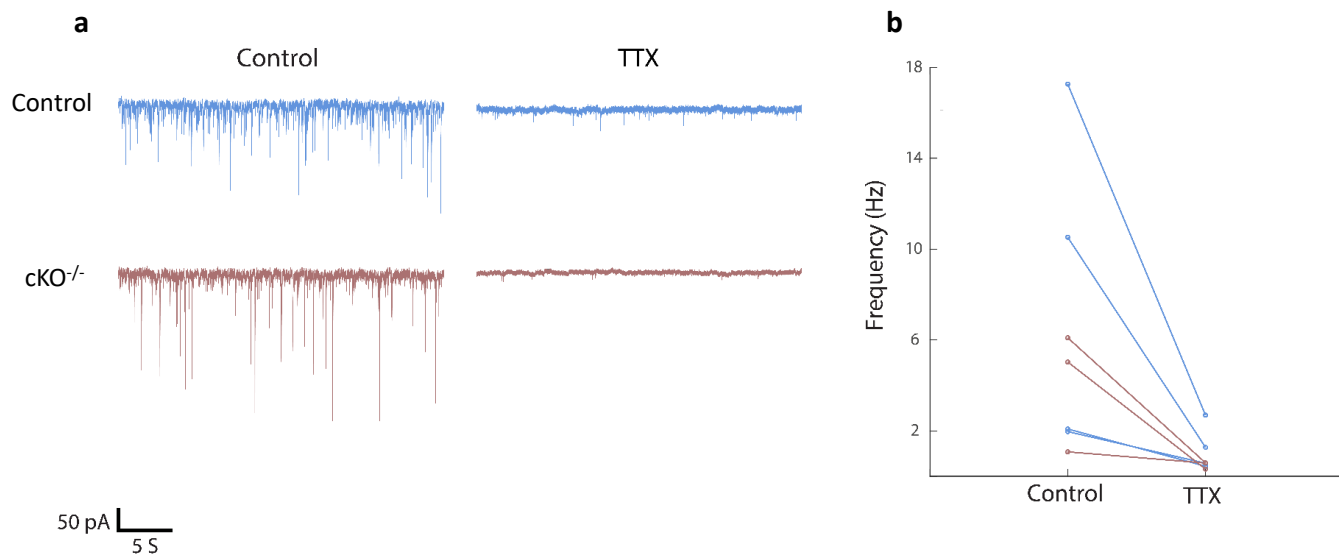

**Supplementary Figure 7.** The spontaneous IPSCs in PCs, in control and *Pogz* deficient mice, are mostly generated by presynaptic action potentials. (A) Continuous recordings of sIPSCs and mIPSCs recorded from PCs of control and *cKO*<sup>-/-</sup>. (B) Application of Tetrodotoxin (TTX, 1 $\mu$ M) remarkably reduced IPSC frequency in all of the recorded cells of both control and *cKO*<sup>-/-</sup> mice.

# Supplementary material for: Pogz deficiency leads to transcription dysregulation and impaired cerebellar activity underlying autism-like behavior in mice
**Source:** Nat Commun. 2020 Nov 17;11:5836. doi: 10.1038/s41467-020-19577-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Whole Cell Recordings: A dedicated software based on the LabView platform (National Instruments, version 15.0) was used for monitoring and data acquisition. Animal behavior: Noldus Ethovision XT11 software. RNA seq: STAR aligner (version 2.5). |
| Data analysis   | Statistical analysis was performed using common functions in R (3.6.1). Analysis of whole cell and in-vivo extracellular PC recordings was using Matlab (2018a) (Mathworks, Natick, Ma, USA).                                                       |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-Seq data have been deposited to a public database (GEO accession 144648). All other data supporting the findings of this study are available within the paper and its supplementary information files. Raw data is available for all figures.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not use statistical methods to predetermine the sample sizes, but the sample sizes in this study are similar to those generally employed in this field.                                                                                                                        |
| Data exclusions | In the RNA-seq an outlier RNA sample was excluded based on Multi-Dimensional Scaling Plot and other diagnosis plots that indicated that the sequencing was abnormal. This exclusion criteria was not pre-established. For the behavioral assays non-responding animals were excluded. |
| Replication     | All experiments had biological replicates with similar results. We included detailed numbers in the manuscript.                                                                                                                                                                       |
| Randomization   | Genotypes were randomly allocated for the different assays.                                                                                                                                                                                                                           |
| Blinding        | All histological, cell biological, behavioral and electrophysiological experiments were performed blinded to genotypes.                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>IHC and IF: Rabbit anti POGZ (ab171934 1:500); Mouse anti NeuN (MAB377 1:400); Mouse anti Anti-CUTL1/CUX1 (ab54583 1:500); Rat anti CTIP2 (ab18465 1:500); Rabbit anti TBR1 (Merck AB10554 1:400); Rabbit anti Ki67 (ab15580 1:1000); Rat anti BrdU (ab6326 1:250) Mouse anti DCX (sc271390 1:200); Mouse anti SOX2 (sc17320 1:1000); Goat anti NeuroD (sc1804 1:1000); Rabbit anti PROX1 (Merck AB5475 1:1000); Rabbit anti PAX6 (Merck AB2237 1:500); Mouse anti CNPase (ab6319 1:1000); Mouse anti Calbindin (Merck C9848 1:1000); Rabbit anti GFAP (ab7260 1:1000); goat anti rabbit Alexa fluor 568 (Invitrogen A-11011 1:200); goat anti mouse Alexa fluor 488 (Invitrogen A-11001 1:200). Goat anti Rabbit IgG biotinylated (Vector labs BA-1000 1:250); Rabbit anti Goat IgG biotinylated (Vector labs BA-5000 1:250); Rabbit anti Rat IgG biotinylated (Vector labs BA-4000 1:250); Horse anti Mouse IgG biotinylated (Vector labs BA-2000 1:250)</p> <p>Staining of embryonic brain slices: Anti POGZ was prepared as described<sup>26</sup>; Chicken anti GFP (Aves Laboratories GFP-1020 1:1000); Rabbit anti-Ki67 (Thermo Scientific RB-1510 1:1000); Rabbit anti-Pax6 (BioLegend PRB 278P 1:500); Rabbit anti TBR2 (ab23345 1:250); Rabbit anti phospho-histon H3 (Cell Signaling Technology 9701 1:400) Alexa Fluor® 488-labeled IgG was used as secondary antibody (ab150077 1:200).</p> <p>WB Primary antibodies: Rabbit anti POGZ (ab167408 1:500); Rat anti βTubulin (ab6160 1:10000); Rabbit polyclonal antibodies against Myc-tag (1:300) and a cytoskeletal protein, Sept11 (1:1000), were produced as described<sup>73,74</sup>. WB Secondary abs: Donkey anti Rabbit IgG HRP (ab7083 1:10000); Donkey anti Rat IgG HRP (ab102265 1:10000).</p> |
| Validation      | The antibodies were purchased from qualified vendors that provide validation on the website of the manufacturer                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                       |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | N2a (ATCC® CCL-131™), 293T (ATCC® CRL-3216™) and Cos7 (ATCC® CRL-1651™) cells were obtained from ATCC |
| Authentication                                                       | None                                                                                                  |
| Mycoplasma contamination                                             | All cell lines used are confirmed mycoplasma free (by ATCC)                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used                                                        |

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57/BL6 males and females at 8-16 weeks of age. Mice were group-housed in a room with a 12-h-light, 12-h-dark cycle (lights on at 7:00) in 20-22°C (humidity 55±10%) with access to food and water ad libitum. |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                         |
| Field-collected samples | The study did not involve samples collected from the field                                                                                                                                                     |
| Ethics oversight        | All mouse studies were approved by the Institutional Animal Care and Use Committees at The Hebrew University of Jerusalem.                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

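RNA-seq of the cerebellum and the hippocampus of 18 mice (6 control, 6 *Pogz* cKO+/- and 6 *Pogz* cKO-/-) was analysed from the authors' deposited gene counts. The authors made libraries of poly(A) RNA, sequenced 43 bp paired-end reads, aligned them and counted them per gene with STAR. The deposited counts are whole numbers without normalization; the annotation release, the use of strand and the handling of reads that map to several genes are not stated in the paper's text. The methods name mm9, while the coordinates in the tables match GRCm38. Counts of a gene whose transcripts share sequence with another gene are uncertain, and so are counts of genes that overlap another on the opposite strand. Exon-level reads, quantitative PCR, gene set enrichments and the other study's expression data were not analysed here.
Animal numbers, tissues, sexes and genotypes were taken from the sample labels and the paper. Which table belongs to which tissue was checked against the mean expression values of Table S3. The hippocampal cKO-/- library of Sample_1160 was left out of the hippocampal results given first, because the statistics of Table S3 match that fit; all 18 libraries were the alternative, given beside them. The tests of differential expression, upregulated shares, overlap, correlation, and tissue and sex interactions, the gene lists of cell types and families, the rule for the named genes and the alternatives named below were set before the data were examined. Chosen after were the 3 tissue scores, the filter on 17 hippocampal libraries, the covariate for the range of animal numbers, the gene lists of other brain regions, the departure from the midpoint, and all tests of single explanations: those of the library of Sample_1160, X-linked genes, genes near *Pogz*, the tissue scores, low genes, *Igf2* with tissue covariates, the choices of animals by number, equally many genes shared between the tissues and *Pogz* between tissues. The covariate for the range marks the animals outside Sample_1120 to Sample_1219, the run of numbers without a gap of over 100 that holds every control. It joins the animals numbered below and above that run.
From the counts, CPM values were computed with edgeR 4.0.16 (R 4.3.3) and its TMM factors. Genes above 1 CPM in at least 6 libraries were tested with edgeR's quasi-likelihood F-test in its earlier form (legacy=TRUE), with sex and the number of intact alleles (2, 1, 0), and Benjamini-Hochberg adjustment at an FDR of 0.05. The sign is that of an allele lost. Counts of 3 or fewer were taken as the floor for bounds on fold changes. Upregulated shares were tested with 2-sided exact binomial tests, overlaps with Fisher's exact test, and single genes between genotypes with exact permutation tests, adjusted over 21 genes. Tissue and sex differences were tested as interaction terms. Gene lists were tested with fry and camera in limma 3.58.1. The robust regression used the MM estimator of the R package MASS in place of lmrob. Alternatives were DESeq2 1.42.0, relative log expression size factors, no filter on low counts, the bias-adjusted quasi-likelihood fit, robust dispersions, no sex term, thinning of all libraries to 17609321 counts, genotype as a factor, all 18 hippocampal libraries and each animal left out in turn. The animal as a block applies to the tissue comparison, in which each animal gave both tissues; this pairing comes from the animal numbers in the labels, and deviations from the group means of the same animal's libraries had a median correlation of 0.183 (from -0.129 to 0.383, 10 of 17 animals above 0.1), against -0.105 between different animals of a group.
The genes named in the text are those the paper names and, in each tissue, the 5 upregulated and the 5 downregulated genes with the smallest adjusted p among the called genes in which all cKO-/- libraries lie on one side of all controls, by a rule set before the data were examined; other genes are marked as chosen after. On simulated counts drawn from the real means and library sizes, with 200 of 13973 cerebellar and of 14299 hippocampal genes changed, the edgeR test called 198 and 189 of the changed genes and 12 and 8 unchanged ones, none in the wrong direction. The changed genes were well above the filter and had sizable changes, so small changes and low genes were not tested in this way. Between 17609321 and 45544188 counts per library mean that genes near 1 CPM rest on few counts, so that decreases of low genes are harder to see than increases.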

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

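The tests of the library of Sample_1160, of X-linked genes, of genes near *Pogz*, of the tissue scores' ranges and of the range of animal numbers were chosen only after the result was seen; the others were set before their own results. For outlying libraries, 156 groups of 4 to 10 libraries were examined, of which chance alone would mark 7.8, and 25 were marked.
The hippocampal library of Sample_1160 (cKO-/-, female) had a median correlation of 0.872 with the other libraries, lower than each of the others. Its *Dach2* value of 19 CPM lay in the range of cKO-/- mice, 16.8 to 25.8, and its *Xist* count was 12828 with 2 counts of *Ddx3y*, which argues against a mislabelled sample. The cerebellar library of the same animal ranked 9 of 18 from the lowest median correlation, which argues against the state of the animal. Its deviation from the median library ran with gene length (Spearman rho of -0.66, where the other hippocampal libraries stayed within 0.318), with a median deviation of 1.08 on the log2 scale in genes up to 1907 bases long and of -0.72 in genes of at least 4525 bases. A length bias, for example from RNA quality, is a candidate explanation, and beside the state of the animal no biological one was tested. The paper's methods give a lower limit for the RNA integrity of the samples and no value for single ones. Its reporting summary gives abnormal sequencing as the ground for leaving a sample out.
In the cerebellum, *Ttr*, a choroid plexus transcript named after its values were seen, had 95864 counts in Sample_1433 (cKO+/-), 75124 in Sample_936 (cKO-/-) and 60465 in Sample_933 (cKO+/-), and at most 33 in any control. Sample_936 stood apart from the other cKO-/- libraries in the score of choroid plexus genes, 5.53, and in the score of brainstem genes, -0.55. None of these 3 animals (0 of 3) was among the 3 highest in the choroid plexus score of the hippocampus, which says little about genotype. There 11 of 11 choroid plexus genes were higher, without passing (fry adjusted p = 0.768). Hippocampal *Ttr* was high in controls too, with 163519 counts in Sample_1129 and 100330 in Sample_1170, beside 121111 in Sample_1385 (cKO-/-). Of the 6 cKO-/- cerebellar libraries 2, Sample_1160 and Sample_1219, lay at or below the highest control in the midbrain or the choroid plexus score, and an effect of genotype stays open. These 2 are also the cKO-/- animals numbered within Sample_1120 to Sample_1219, as all controls are. The 7 mutants outside that range had a higher leptomeninges score than the 5 within it (5.06 ± 0.29 against 4.28 ± 0.15, SD; exact permutation test within genotype, p = 0.00333, the smallest that the 300 splits allow, and 0.0133 after Benjamini-Hochberg adjustment over 4 scores). The scores of choroid plexus (exact permutation p = 0.0333), midbrain (exact permutation p = 0.06) and brainstem genes (exact permutation p = 0.0767) did not pass after adjustment. Neighbouring tissue taken with the cerebellum remains a candidate explanation, and a change in the cerebellum itself was not told apart from it. With the scores of midbrain, brainstem and choroid plexus genes as covariates 863 cerebellar genes were still called, against at most 5 in the other relabellings with the same covariates. This argues against these 3 tissues as the whole cause of the calls and leaves other tissue open, since the lists of leptomeninges, thalamus, cerebral cortex and hippocampal neurons still passed with them. Other outlying values in these libraries were those of *Card10* in Sample_936 (7.35 CPM) and of *Akr1c13* (0.734), *Gm13544* (0.367) and 4930447C04Rik (5.11) in Sample_1433, all in the cerebellum, and no cause of these was tested.
The other outlying values were, in the cerebellum, *Pogz* at 129.5 CPM in control Sample_1129 and 66.3 in cKO+/- Sample_933, *Gm364* at 0.0343 (a single count) in control Sample_1155, *Comp* at 7.57 in control Sample_1129, *Reep6* at 9.77 in control Sample_1170, *Dach2* at 3.92 and *Hkdc1* at 3.81 in cKO+/- Sample_1120, and a median correlation of 0.968 in control Sample_1190. In the hippocampus they were *Serpinb2* at 0.395 CPM in control Sample_1190, *Ltbp2* at 6.71 and *Myo15* at 1.00 in control Sample_1129, *Gabra2* at 195.4 and *Kcnh3* at 114.8 in cKO+/- Sample_1433, *Comp* at 0.21, *Platr14* at 0.762 and *Card10* at 8.06 in cKO+/- Sample_1120, *Ltbp2* at 6.19 in cKO-/- Sample_1219, and 4930447C04Rik at 37.5 in cKO-/- Sample_1371. No explanation of these single values was tested.
The allele effect differed between the tissues in 203 genes, and 1 of 100 relabellings of the genotypes, the real one included, gave as many. *Kcnh3* differed by 1.03 on the log2 scale, falling in the cerebellum and not in the hippocampus, and *Card10* by -0.44, falling in the hippocampus. The hippocampal change of *Kcnh3* turned from -0.081 to 0.033 with Sample_1160. After thinning to one total 159 genes differed, so library size alone does not account for the number. The cerebellum had 3.01 times as many called genes as the hippocampus. With 1 more animal left out of both tissues this ratio ran from 1.45 without Sample_936 to 5.32 without Sample_1379, and over all 18 hippocampal libraries it was 7.79, so single libraries move it by more than 1.5 times. It was 3.15 after thinning, 4.02 with Sample_1160 left out of the cerebellum as well and 2.17 with the tissue scores in both. With this spread, library size, the library left out and neighbouring tissue stay open as contributions to the ratio. With the range of animal numbers as a covariate 10 genes differed between the tissues, with 563 at an unadjusted p under 0.05, so their number depends on this covariate.
Germline genes, a list set before the data were examined, were shifted upward in the cerebellum (fry adjusted p = 0.0256) and the hippocampus (fry adjusted p = 0.000312), with 4 and 2 genes called over all genes and 5 and 4 adjusted over the list alone, of 11 and 13 tested; 8 and 9 rose. With the tissue scores as covariates the hippocampal shift still passed (0.00194) and the cerebellar did not (0.107); with the range of animal numbers they had 0.00566 and 0.135. The paper does not report germline genes as a set.
Of 490 X-linked genes tested in the cerebellum 70 were upregulated (14.3%, against 6.85% of other genes; 2-sided Fisher's exact test, p = 1.62e-08), and of 501 in the hippocampus 32 (6.39% against 1.93%, p = 1.8e-08). Genes are not independent. The sexes enter the fit as a covariate, and no mechanism was tested. Genes within 10 Mb of *Pogz* were not called more often than others (35 of 241 in the cerebellum, p = 0.705, and 6 of 238 in the hippocampus, p = 0.201, 2-sided Fisher's exact tests), which leaves open whether strain differences around the targeted locus contribute.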

How the results depend on the processing

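Direction and threshold held under each alternative for most results; those that did not follow. The cause was not tested unless the alternative's own construction shows it.
With genotype as a factor, cKO+/- against control, 48 cerebellar genes were called (41 above a fold change of 1.5 and 25 above 2) and 5 hippocampal genes (4 and 3); this contrast is 1 allele and uses fewer libraries. For cKO-/- against control the fold change spans 2 alleles, and 758 and 280 cerebellar and 257 and 81 hippocampal genes passed 1.5 and 2.
Without the filter on low counts, 401 and 195 cerebellar and 142 and 87 hippocampal genes had fold changes above 1.5 and 2, the correlation between tissues was 0.224, the hippocampal upregulated share turned to 51.8% and its intermediate share to 95.7%, the cerebellar upregulated share passed the threshold at 52.66%, and 1 hippocampal gene departed from the midpoint. DESeq2 called 1056 hippocampal genes (all of the 636 among them), an intermediate share of 93.8%, and 12 genes departing from the midpoint in each tissue. Without the sex term the hippocampal share above 1.5 was 64% and 1 gene departed from the midpoint. Thinning gave a cerebellar upregulated share of 52.65%, and relative log expression size factors a hippocampal share of 45.9%.
All 18 hippocampal libraries gave 246 genes, all among the 636, a share above 1.5 of 62.7% and an intermediate share of 99.2%. Chosen after seeing the data, the filter and TMM on 17 libraries gave a hippocampal share above 1.5 of 63.4% and a correlation between tissues of 0.460. *Akr1c13*, *Gm364* and *Platr14* were above 1 CPM only in cKO-/- libraries of the hippocampus and fell under this filter. The 3 tissue scores, also chosen after, gave 863 cerebellar (751 of the 1916) and 398 hippocampal genes. With them 129 cerebellar genes were above 1.5 with an upregulated share of 58.9%, and the cerebellar intermediate share was 95.9%.
The covariate for animals numbered outside Sample_1120 to Sample_1219, also chosen after seeing the data, shares part of its contrast with the genotype, since no control lies outside. With it 308 cerebellar (287 of the 1916) and 68 hippocampal genes (67 of the 636) were called, 93 and 27 above 1.5, and 27 cerebellar genes above 2. The upregulated shares above 1.5 were 59.14% and 66.67% and no longer passed, and the hippocampal share of all called genes turned to 58.82%. Intermediate shares were 99.03% and 100%, 6 cerebellar genes departed from the midpoint, 10 genes differed between the tissues, and 0 cerebellar gene lists passed (7 at an unadjusted p under 0.05). Of the named genes *Igf1*, *Gabra2* and *Gabra3* in the cerebellum and *Gabra2* in the hippocampus no longer passed.
Each animal gave both tissues. With the animal as a replicate block, which also leaves Sample_1160 out of the cerebellum, 335 genes differed between the tissues in place of 203. Both fits called 170 genes. The block and the library left out are not told apart here. Of the named genes tested between the tissues, this fit changed the call of *Dach2* (difference of 0.53, adjusted p = 0.03, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and of no other. With camera in place of fry, 6 hippocampal lists passed in place of 1, and 8 cerebellar lists in place of 9.
Leaving out each animal in turn gave from 899 (without Sample_1385) to 2555 (without Sample_1160) cerebellar and from 278 (without Sample_1371) to 929 (without Sample_936) hippocampal genes. The ranges were 123 to 235 and 31 to 58 genes above 1.5, 28 to 59 and 6 to 16 above 2, upregulated shares of 48.75% to 62.0% and 43.0% to 52.0%, above 1.5 of 68.3% to 79.7% and 60.3% to 75%, and above 2 of 74.3% to 84.8% and 81.8% to 100%, for the cerebellum and the hippocampus. The intermediate share ran from 96.6% to 99.0% and from 95.0% to 98.9%, the slope of cKO+/- on cKO-/- from 0.403 to 0.566 and from 0.319 to 0.468, and genes departing from the midpoint from 2 to 4 and from 0 to 1. Between the tissues, the overlap ran from 30.2% to 46.5%, the correlation from 0.354 to 0.587 and the slope from 0.223 to 0.362. Fits without a cKO-/- library gave no value for *Akr1c13*, *Gm364*, *Gm13544* and *Platr14*, which then fell under the filter, so that these genes have 12 such fits.
Of the named genes, the hippocampal change of *Kcnh3* turned to 0.033 over all 18 libraries. Over the alternatives set before the data were examined, apart from leaving out animals, 248 other values of named genes kept their side of the threshold, with 3 stronger and 1 weaker, and over those added later 75 did and 5 were weaker. In the fits that each left out 1 animal 555 values kept it; 7 were weaker, all of hippocampal *Gabra2*, and 2 were stronger, both of hippocampal *Igf1*. The depth of the libraries limits genes near 1 CPM, where the direction of a decrease is harder to see.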

Differences from the paper's values

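The adjusted p of *Dach2* in the cerebellum was 1.78e-09 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), against the paper's 4.9e-09 in its text; in Table S3 the paper's value is 1.78e-09. Of the alternatives set before the data were examined, leaving out Sample_933 (6.12e-09), Sample_938 (4.1e-09), Sample_1170 (4.76e-09), Sample_1176 (5.53e-09), Sample_1189 (5.71e-09) or Sample_1433 (6.13e-09) gave a value within 1.5 times of the paper's text; the others did not, over a range of 1.86e-60 to 3.73e-08.
Counts on genes ran from 17.6 to 45.5 M per library, against the paper's 50 to 70 M reads per sample. The libraries are paired-end, and the paper's text does not say whether its values are single reads or read pairs. As pairs they would be 25 to 35 M, within the range here, and counts on genes leave out reads elsewhere. It is not known whether the values are on one scale, and none of the alternatives set before the data were examined changes the totals except thinning, which lowers them.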

Other observations

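The tests of *Pogz* between tissues, of equally many genes shared between the tissues and of the range of animal numbers as a term or covariate were chosen only after the result was seen. The departure from the midpoint, the lists of brain regions, the fits with tissue scores, the tests of low genes and of *Igf2*, and the choices of animals by number were added after the data were examined.
With the genotypes relabelled among the animals within sex, 100 relabellings including the real one were fitted. In 1 of 100, the real one, as many genes were called in the cerebellum (at most 1 in the others) and in the hippocampus (at most 4), and the correlation between tissues was as large. The count in both tissues decides nothing in this comparison, since none of the other relabellings called genes in both. With equally many genes of smallest p in each tissue, 1 of 100, the real one, shared as many as 231 (at most 171 in the others), which argues against the same animals in both tissues as the whole cause of the overlap. Departure from the midpoint in the cerebellum was reached by 2 of 100. The departure was called in 0 hippocampal genes. The sex by allele interaction gave 0 genes in both tissues, with 557 cerebellar and 770 hippocampal genes at an unadjusted p under 0.05. Every relabelling reaches a count of 0, so the comparison decides nothing for these counts. The 9 cerebellar gene lists past the threshold were reached by 1 of 100 relabellings, and the 1 hippocampal list by 8 of 100.
Animal numbers of 3 cKO+/- and 4 cKO-/- mice lie outside those of the controls and their neighbours, Sample_1120 to Sample_1219. In the cerebellum a term for these animals called 1290 genes beside the genotype, and 1 of the 81 splits of the mutants within genotype and sex, the real one, gave as many (at most 1051 in the others). A difference between these animals and the others, of a kind the labels do not name, is a candidate explanation of part of the cerebellar calls. In the hippocampus the term called 0 genes (412 at an unadjusted p under 0.05), as in all 81 splits. With the term as a covariate 308 cerebellar and 68 hippocampal genes were called. Of 100 relabellings within sex and each unbroken run of numbers, the real one included, 1 and 2 gave as many (at most 147 and 137 in the others). This argues against the range as the whole cause of the calls. The animals outside lie in a run below the range and a run above it, Sample_1371 to Sample_1433, which holds mostly cKO-/- animals. The covariate joins these runs, so part of the calls may still come from a difference between them. The 11 cerebellar libraries within the range gave 243 called genes. As few came from 34 of the 81 choices of as many mutants of each genotype and sex, each with at least 1 cKO-/- animal from within the range. The 36 choices with both cKO-/- animals from outside gave 597 to 2918 genes, and the 9 with both from within 94 to 258. Only 2 cKO-/- animals, 1 of each sex, lie within the range, so the range and these animals cannot be told apart, and how many of the 1916 genes the genotype alone would give stays open.
Among called genes with a mean log2 CPM above 3 and a fold change above 1.5, 70.2% were upregulated in the cerebellum, which argues against low genes being unable to fall as the whole cause of the excess there, and 66.7% of 6 genes in the hippocampus, too few to decide. With the tissue scores the cerebellar share of 58.9% (exact binomial p = 0.0523) leaves open whether neighbouring tissue contributes to the excess; above a fold change of 2 it was 68.6% (24 of 35, exact binomial p = 0.041). With the range of animal numbers it was 59.1% (exact binomial p = 0.0966).
The increase of *Igf2* in the cerebellum kept an unadjusted p of 2.86e-06 with the choroid plexus score and of 0.000668 with other leptomeninges genes as a covariate (edgeR quasi-likelihood tests), which argues against either tissue as its whole cause. Its log2 fold change went from 0.58 to 0.47 and 0.33, so part of it may come from such tissue.
In the cerebellum the lists that passed (fry adjusted p under 0.05) were leptomeninges (0.00761, 14 of 14 genes higher, 1 of which is shared with another list), oligodendrocyte (0.0434), astrocyte (0.00761), microglia (0.0434), adult-born granule neuron (0.0311), germline genes, thalamus (0.00761), cerebral cortex (0.00761) and hippocampal neuron (0.00761). With camera's preset correlation 8 lists passed, those of thalamus and adult-born granule neurons no longer among them and that of cerebellar granule cells added. Choroid plexus (0.206), endothelial (0.451), Purkinje cell (0.328), cerebellar granule cell (0.174), immediate early genes (0.316), GABA-A receptor subunits (0.174), imprinted genes (0.298), clustered protocadherins (0.525), striatum (0.174) and midbrain (0.525) did not pass. Shifts of several cell types at once may reflect neighbouring tissue as much as the cerebellum: with the tissue scores, oligodendrocyte (0.272), microglia (0.244), adult-born granule neuron (0.118) and germline genes no longer passed. The lists of leptomeninges, thalamus, cerebral cortex and hippocampal neuron (0.0262 each) and astrocyte (0.0334) still did, so tissue that the 3 scores do not measure stays open. With the range of animal numbers as a covariate 0 lists passed, and the smallest adjusted p was 0.0845, for leptomeninges and hippocampal neuron (7 lists at an unadjusted p under 0.05).
In the hippocampus germline genes alone passed with fry. With camera's preset correlation the lists of leptomeninges, oligodendrocyte, endothelial, GABA-A receptor subunits and imprinted genes passed as well, and none of these held under fry, where the leptomeninges list had an adjusted p of 0.147. With the tissue scores as covariates the lists of choroid plexus (0.0258, against 0.768 without them) and leptomeninges (0.0305) passed as well under fry. The covariates include the score of choroid plexus genes itself, so the result for that list decides nothing.
With both tissues normalized together, *Pogz* in controls was at 95.5 ± 12.9 CPM in the cerebellum and 93.5 ± 1.19 in the hippocampus (SD, n = 6), higher in the cerebellum in 2 of 6 animals (2-sided exact sign-flip permutation test, p = 0.938). The paper describes lower expression of *Pogz* in the hippocampus from other data.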
